# Activation of the adipocyte CREB/CRTC pathway in obesity

**DOI:** 10.1038/s42003-021-02735-5

**Published:** 2021-10-22

**Authors:** Young-Sil Yoon, Weiyi Liu, Sam Van de Velde, Shigenobu Matsumura, Ezra Wiater, Ling Huang, Marc Montminy

**Keywords:** Obesity, Transcriptional regulatory elements

## Abstract

Obesity is a major risk factor for the development of type II diabetes. Increases in adipose tissue mass trigger insulin resistance via the release of pro-inflammatory cytokines from adipocytes and macrophages. CREB and the CRTC coactivators have been found to promote insulin resistance in obesity, although the mechanism is unclear. Here we show that high fat diet feeding activates the CREB/CRTC pathway in adipocytes by decreasing the expression of SIK2, a Ser/Thr kinase that phosphorylates and inhibits CRTCs. SIK2 levels are regulated by the adipogenic factor C/EBPα, whose expression is reduced in obesity. Exposure to PPARγ agonist rescues C/EBPα expression and restores SIK2 levels. CRTC2/3 promote insulin resistance via induction of the chemokines CXCL1/2. Knockout of CRTC2/3 in adipocytes reduces CXCL1/2 expression and improves insulin sensitivity. As administration of CXCL1/2 reverses salutary effects of CRTC2/3 depletion, our results demonstrate the importance of the CREB/CRTC pathway in modulating adipose tissue function.

## Abstract (web summary)

Yoon et al show that a high fat diet in mice activates the CREB/CRTC pathway in adipocytes by decreasing the expression of Salt Inducible Kinase 2 (SIK2), a Ser/Thr kinase that otherwise phosphorylates and sequesters CREB coactivators in the cytoplasm. Their data demonstrates the importance of the CREB/CRTC pathway in mediating effects of obesity on adipocyte function.

## Introduction

Obesity is associated with inflammatory changes in white adipose tissue (WAT) that lead to systemic insulin resistance and type 2 diabetes^1^. Sustained low-grade inflammation in this setting impairs triglyceride and glucose metabolism. Following their migration to WAT depots in response to circulating cytokines and chemokines, neutrophils promote infiltration of macrophages^2,3^, which in turn release TNFα and other pro-inflammatory cytokines that enhance insulin resistance^4–6^, in part via the induction of NF-κB. Indeed, pro-inflammatory cytokines have also been found to disrupt catecholamine signaling in adipocytes by stimulating phosphodiesterase PDE3B activity and blocking PKA-induced lipolysis^7^.

The cAMP pathway promotes cellular gene expression via the PKA-mediated stimulatory phosphorylation of CREB^8–10^ and inhibitory phosphorylation of the salt inducible kinases (SIKs). SIKs are active under basal conditions, where they phosphorylate and sequester the cAMP Responsive Transcriptional Coactivators (CRTCs) in the cytoplasm through an association with 14-3-3 proteins^11^. SIK2 is the most highly expressed of the three SIK family members in adipose tissue; and its downregulation in adipocytes of obese individuals is thought to contribute to insulin resistance^12,13^. Supporting this notion, mice with a knockout of SIK2 are glucose intolerant and insulin resistant^14^.

Dephosphorylation of the CRTCs in response to cAMP stimulates their translocation to the nucleus, where they bind to CREB over relevant promoters. Although cAMP signaling is itself associated with reduced inflammation in adipose tissue^15,16^, the adipocyte CREB/CRTC pathway has paradoxically been found to enhance insulin resistance in obesity^17–19^. Indeed, the loss of cAMP/PKA signaling in obese adipose tissue^20^ would be expected to block CREB/CRTC activation.

Here we examine the mechanism by which HFD feeding stimulates CRTC2 and CRTC3 activities in adipose tissue, leading to the downstream induction of a subset of pro-inflammatory genes in conjunction with NF-κB. Our results demonstrate an unexpected link between CREB/CRTC and cytokine signaling pathways in modulating adipose tissue function.

## Results

### Disruption of cAMP/PKA signaling and adipogenic gene expression in obesity

We evaluated the effects of obesity on gene expression in WAT by feeding C57BL/6J mice a 60% HFD for 15 weeks (Fig. 1a, b). Body weight and fasting blood glucose levels were elevated in HFD-fed relative to NCD-fed mice (Supplementary Fig. 1a). Gene ontology analysis of RNA-seq data from epidydimal WAT (eWAT) mRNA, revealed upregulation of “inflammatory response” genes and downregulation of “glucose and lipid metabolism” genes in response to HFD (Fig. 1a). Metabolic genes with reduced expression under HFD conditions include the GLUT4 glucose transporter (SLC2A4), the Beta 3 Adrenergic receptor (ADRB3), salt inducible kinases (SIK2, SIK3) as well as CAAT/enhancer-binding protein alpha (C/EBPα). The expression of these HFD-downregulated genes is inversely correlated with insulin resistance and obesity in mice and humans^12,21–24^.

**Fig. 1:**
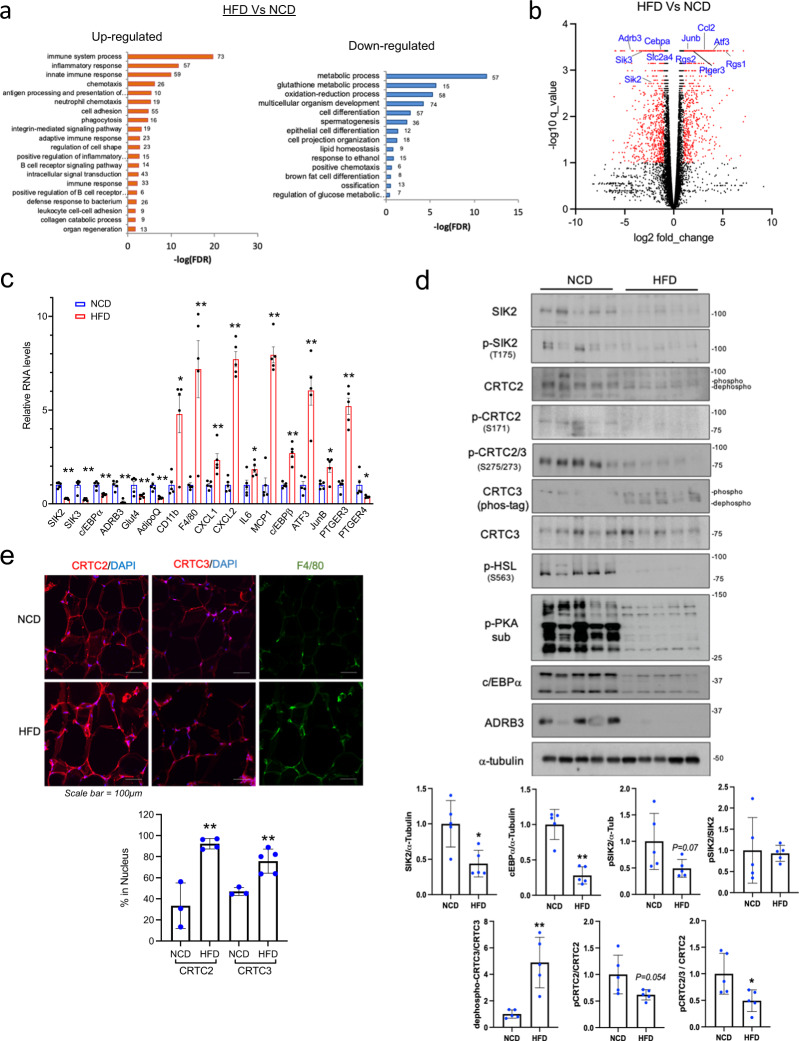
High fat diet feeding decreases SIK2 expression and activates CRTCs in adipose tissue. **a** RNA-seq analysis of genes expressed in eWAT from NCD and HFD fed (15 weeks) C57BL/6J mice. 1004 upregulated and 827 downregulated genes in HFD. Gene ontology (GO) of differentially regulated gene clusters shown. The numbers of genes for each GO term indicated. **b** Volcano plot showing relative effects of high-fat diet (HFD) versus normal chow diet (NCD) feeding (15 weeks) on age-matched C57BL/6J mice. Genes selected for greater than 2-fold change (log FC > 1) with a *q*-value (adjusted *P*-value) < 0.05 (*n* = 3 per group). **c** q-PCR analysis of gene expression in eWAT from age-matched NCD and HFD fed mice (15 weeks) (**P < 0.01, *P < 0.05, *t*-test; *n* = 5 per group). **d** Western blot analysis of eWAT from age-matched NCD-fed and HFD-fed mice (15 weeks). Effect of HFD on SIK2 protein amounts and CRTC2/3 phosphorylation shown. Relative protein amounts for metabolic (C/EBPα and ADRB3) genes under NCD or HFD conditions indicated. PKA activity in eWAT evaluated by blotting for phospho-HSL and phospho-PKA substrates. Each lane represents one animal. Densitometry analysis was performed using Image J software. Data from experiments repeated more than three times. **e** Immunofluorescence images showing the effect of 6 weeks HFD on CRTC2/3 nuclear staining and macrophage (F4/80) infiltration in eWAT. Bottom, quantification of cells in which CRTC2/3 expression colocalizes with nuclear DAPI (**P < 0.01, *t*-test; *n* = 3–5 per group).

In keeping with the induction of pro-inflammatory genes in response to HFD^1,25,26^, NF-κB target genes such as c–c motif chemokine ligand 2 (CCL2; also referred to as MCP1), IFN responsive regulator of G protein signaling 1 (RGS1), and prostaglandin E2 receptor 3 (PTGER3; also referred to as EP3) were all upregulated in response to HFD feeding (Fig. 1b, c).

Adipose tissue contains a number of cell types, including immune and endothelial cells as well as pre-adipocytes and mature adipocytes. To identify specific subsets of cells that display similar profiles of metabolic and inflammatory gene expression as adipose tissue in response to HFD, we performed fluorescence-activated cell sorting (FACS) studies. Immune and endothelial cells from eWAT showed little change in either inflammatory or metabolic gene expression under HFD vs. NCD conditions; but pre-adipocytes and mature adipocytes showed profiles of both up- and downregulated genes that mimicked those of intact adipose tissue (Supplementary Fig. 1e, f).

HFD feeding has been found to block cAMP signaling in adipocytes through the IκB Kinase (IKK)-mediated phosphorylation and activation of the phosphodiesterase PDE3B^7^. In line with this observation, PKA activity was decreased in HFD adipose tissue of WT mice, by western blot assay of both eWAT and iWAT using phospho-PKA substrate antibody as well as antisera against PKA-phosphorylated Hormone Sensitive Lipase (HSL) and phospho-AMPK^27^ (Fig. 1d and Supplementary Fig. 1b, c).

In addition to its inhibitory effects on the cAMP pathway, HFD feeding reduced insulin signaling (P-AKT, pSer-IRS1), glucose transporter (GLUT4), and β-3 adrenergic receptor (ADRB3) protein amounts in HFD eWAT (Fig. 1d and Supplementary Fig. 1b). Moreover, mRNA and protein levels for the Ser/Thr kinase SIK2 are also downregulated in adipose tissue from HFD fed relative to NCD-fed mice (Fig. 1b–d and Supplementary Fig. 1c).

### Effect of obesity on SIK2 expression in adipose tissue

The Ser/Thr kinase SIK2 is the most highly expressed of the three SIK family members in adipocytes, where it promotes triglyceride homeostasis and whole-body insulin sensitivity^12,14,28–30^. SIK activity is dependent on phosphorylation (at Thr175) by LKB1, a master kinase for AMPK family members. Triggering of the cAMP pathway blocks SIK2 activity via PKA-mediated phosphorylation^31^. Recognizing that SIK2 inhibits CREB/CRTC signaling, under basal conditions, by phosphorylating CRTCs at 14-3-3 binding sites^11^, we evaluated the phosphorylation status of these proteins in adipose tissue.

Consistent with the decrease in total as well as phospho (Thr175)-specific^28^ SIK2 protein amounts (Fig. 1d), CRTC2 and CRTC3 are dephosphorylated to a greater extent in eWAT as well as iWAT from HFD-fed compared to NCD-fed mice (Fig. 1d and Supplementary Fig. 1c). As a result, CRTC2/3 nuclear staining is increased in eWAT from HFD-fed mice, by immunohistochemical analysis (Fig. 1e and Supplementary Fig. 1d). These results indicate that the loss of SIK2 expression in obese WAT is sufficient to promote increases in nuclear CRTC2/3.

Obesity triggers the expression and release of the pro-inflammatory cytokine TNFα from adipocytes and resident macrophages in adipose tissue, where it interferes with insulin signaling and triglyceride metabolism^4,32^. We explored the potential role of this cytokine in modulating SIK2 expression. Exposure of primary adipocytes or 3T3-L1 adipocytes to TNFα (6 h) decreased mRNA amounts for both SIK2 and C/EBPα (Fig. 2a).

**Fig. 2:**
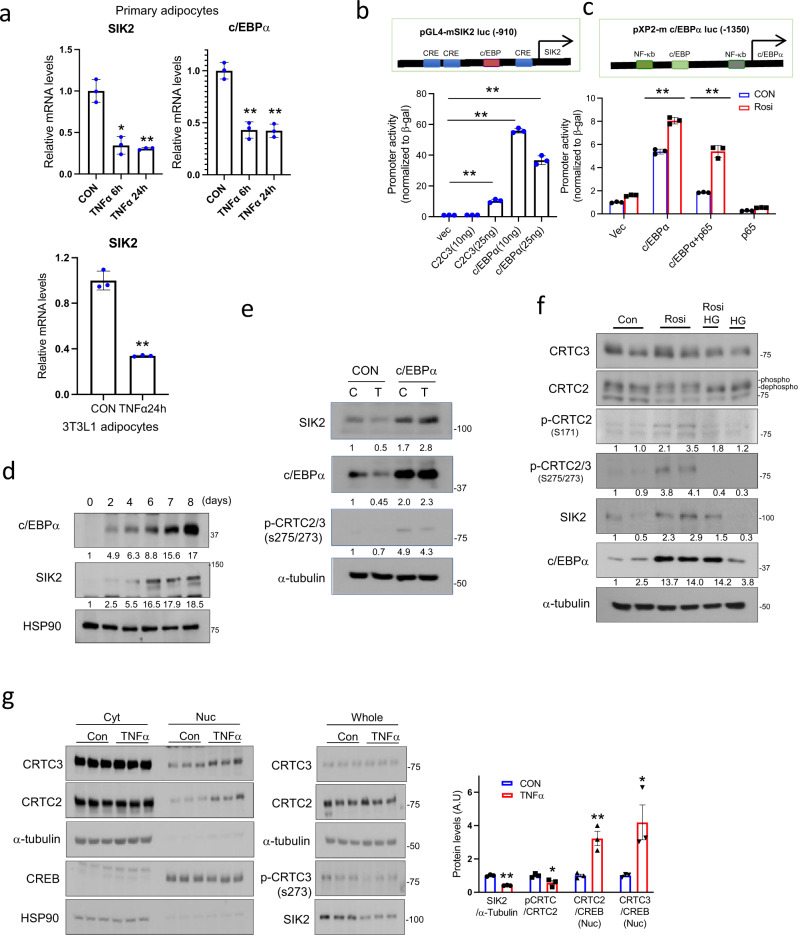
TNFα activates CRTCs by decreasing c/EBPα and SIK2 expression in adipocytes. **a** Effect of TNFα on SIK2 and C/EBPα mRNA amounts in differentiated primary white adipocytes and 3T3-L1 adipocytes. TNFα (10 ng/ml) treatment for indicated times (**P < 0.01, *P < 0.05, one-way ANOVA, *t*-test; *n* = 3 per group). Data from experiments repeated three or more times. **b** Relative effect of CRTC2/3 (C2C3) and C/EBPα overexpression on mouse SIK2 promoter activity in HIB1b cells shown. Luciferase activity normalized to RSV-β gal activity (**P < 0.01, *t*-test; *n* = 3 per group). **c** Luciferase assay showing the effect of c/EBPα and NF-κB p65 overexpression on c/EBPα promoter activity in HIB1b cells. Luciferase activity normalized to RSV-β gal activity (**P < 0.01, one-way ANOVA; *n* = 3 per group). Treatment with PPARγ agonist Rosiglitazone (Rosi;1 µM, 16 h) indicated. **d** Immunoblot showing relative time course for SIK2 and c/EBPα expression in differentiating 3T3-L1 cells. **e** Immunoblots showing effects of C/EBPα overexpression on endogenous SIK2 protein levels in HIB1b cells exposed to TNFα. Cells were incubated with lentiviral C/EBPα or control vector for 2 days. Infected cells were then exposed to TNFα (T, 10 ng/ml) for 6 h. Densitometry analysis of SIK2 expression and CRTC phosphorylation shown. **f** Effect of PPARγ agonist (Rosi) on endogenous SIK2 protein amounts and CRTC phosphorylation in 3T3-L1 cells. Undifferentiated cells exposed to Rosi (5 µg/ml) for 24 h and HG9-91-01 (HG;10 µM) for the final 1 h. Immunoblots show C/EBPα and SIK2 protein amounts as well as phosphorylated forms of CRTC2/3. **g** Effect of TNFα (10 ng/ml, 6 h) on CRTC nuclear translocation in 3T3-L1 adipocytes. Immunoblots show CRTC2/3 protein amounts in nuclear and cytoplasmic fractions. p-CRTC and SIK2 amounts in whole-cell lysates indicated. Each lane represents one plate of cells. Right, bar graph showing densitometry analysis of fractionation study (**P < 0.01, *t*-test; *n* = 3 per group). Numbers below each lane in **d**–**f** indicate relative expression levels. Data in **a**–**c** represent mean ± SD and data in **g** represent mean ± SEM.

Within the SIK2 promoter, we noted consensus binding sites for C/EBPα and CREB. Overexpression of CRTC2/3 had only modest effects on SIK2 promoter activity in transient assays using a SIK2 luciferase reporter, but C/EBPα overexpression strongly upregulated this reporter in HIB1b cells (Fig. 2b). In keeping with the ability for C/EBPα to auto-regulate its own promoter, C/EBPα overexpression also potentiated the activity of a C/EBPα reporter construct (Fig. 2c); these effects were further enhanced by co-treatment with the PPARγ agonist Rosiglitazone (Rosi). By contrast, overexpression of p65, the trans-activating subunit of the NF-κB hetero-dimeric complex^33^, inhibited C/EBPα reporter activity in HIB1b cells (Fig. 2c).

In keeping with the effects of C/EBPα on SIK2 reporter activity, exposure of 3T3-L1 cells to differentiation medium increased endogenous C/EBPα protein amounts, followed by increases in SIK2 expression (Fig. 2d). Modest C/EBPα overexpression in HIB1b cells rescued TNFα-induced decreases in SIK2 expression. As a result, phosphorylation of endogenous CRTC2/3 increased in cells over-expressing C/EBPα (Fig. 2e).

PPARγ has been shown to promote adipogenesis by stimulating C/EBPα expression and to inhibit inflammation in WAT by suppressing NF-κB activity^34,35^. Exposure of 3T3-L1 cells to Rosi upregulated endogenous levels of C/EBPα, leading to increases in SIK2 protein amounts, and to the subsequent inhibitory phosphorylation of CRTC2 and CRTC3 (Fig. 2f). Consistent with a requirement for SIK2, exposure to SIK inhibitor HG9-91-01(HG) blocked the effects of Rosi on CRTC2/3 phosphorylation. Conversely, treatment with TNFα reduced SIK2 levels, triggering CRTC2/3 dephosphorylation and nuclear translocation as revealed in subcellular fractionation studies of 3T3-L1 adipocytes (Fig. 2g). Taken together, these results suggest that PPARγ and TNFα modulate the CREB/CRTC pathway in adipocytes by enhancing or inhibiting SIK2 expression.

### Cooperative effects of CRTCs and NF-κB on CXCL1 expression

Having seen that HFD or TNFα treatment increases the nuclear accumulation of CRTC2/3 in adipocytes, we searched for downstream CREB target genes that contribute to the inflammatory and metabolic changes associated with obesity. Exposure of brown pre-adipocytes to Forskolin (FSK) stimulated the expression of 20 genes 8-fold or better (log FC ≥ 3); many of these contain CREB binding sites in their promoters (Supplementary Fig. 2 and Supplementary Table 1). Among these candidate targets, we noticed that the inflammatory chemokine (C-X-C motif) ligand 1 (CXCL1) gene was upregulated in response to FSK.

CXCL1 and its paralog CXCL2 have been shown to mediate neutrophil recruitment and activation to different tissues in response to infection. Mouse CXCL1 and CXCL2 (CXCL1/2) are well-established functional homologs of human CXCL8 (IL8), whose expression is also induced by NF-κB^36–38^ in obesity and insulin resistance^39–44^.

HFD feeding stimulated the expression and release of CXCL1/2 from adipose tissue into the circulation (Fig. 1c and Supplementary Fig. 3a), leading to increases in neutrophil migration and infiltration of eWAT (Fig. 3a). Consistent with this scenario, exposure of 3T3-L1 adipocytes or primary adipocytes to FSK also induces CXCL1 expression (Fig. 3b). Indeed, exposure of 3T3-L1 adipocytes to a more physiologic cAMP stimulus (β3 adrenergic receptor agonist; CL316,243) also augments CXCL1 expression, albeit more modestly than FSK (Supplementary Fig. 3b).

**Fig. 3:**
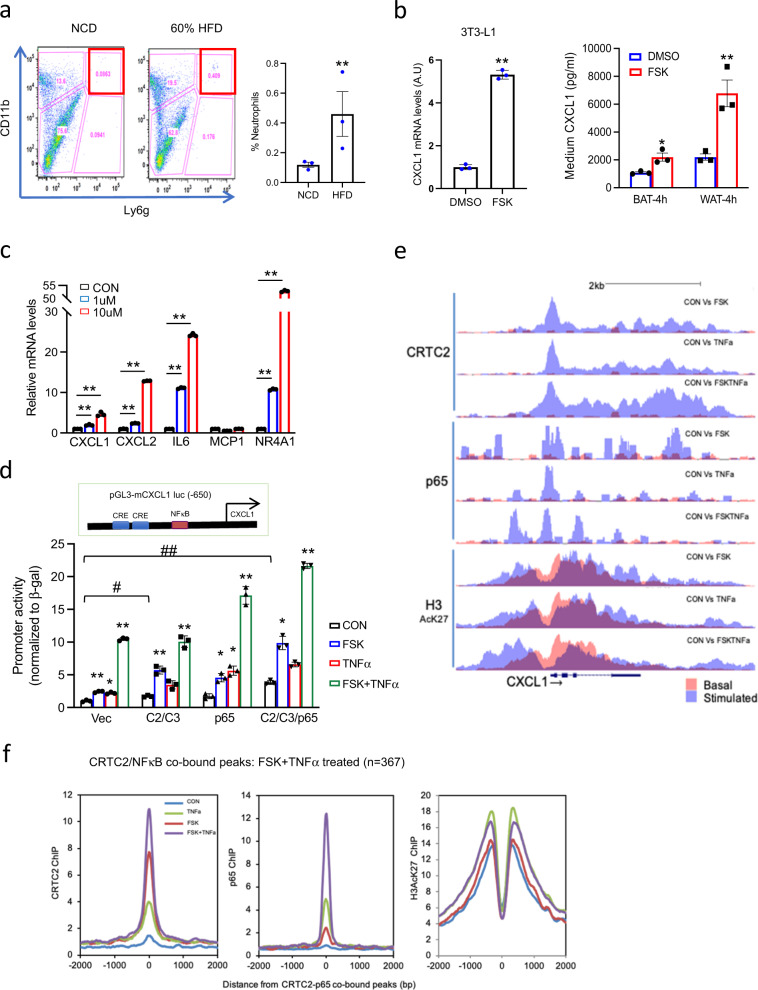
Cooperative effects of CRTC and NF-κB on a subset of cytokine genes in adipocytes. **a** Flow cytometry analysis of neutrophil populations (CD11b^+^; Ly6G^+^) in WAT from mice fed NCD or HFD for 6 weeks (**P < 0.01, *t*-test; *n* = 3 per group). Right, bar graph showing the relative abundance of neutrophils in eWAT from NCD and HFD fed mice. **b** Left, the effect of FSK (10 µM, 1 h) on CXCL1 expression in 3T3-L1 adipocytes. Right, the effect of FSK on the release of CXCL1 from primary adipocytes. Stromal vascular fraction (SVF) cells from eWAT or BAT were incubated in a differentiation cocktail for 7 days and then exposed to FSK (10 µM) for 4 h. Release of CXCL1 into the medium shown (**P < 0.01, *P < 0.05, *t*-test; *n* = 3 each). **c** Effect of SIK inhibitor HG9-91-01 (1 µM or 10 µM, 3 h) on endogenous mRNA amounts for CXCL1, CXCL2, and other genes in differentiated 3T3-L1 cells (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 3 per each). **d** Transient assay of HIB1b cells showing the effect of CRTC2/3 and p65 overexpression on mouse CXCL1 promoter activity. Cells were exposed to FSK (10 µM) and TNFα (10 ng/ml) for 4 h (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 3 per each). **e** ChIP-seq analysis of CRTC2, NF-κB p65, and H3AcK27 occupancy over the mouse CXCL1 promoter in 4-day differentiated 3T3-L1 cells. Treatment with FSK (10 µM), TNFα (10 ng/ml) alone and together for 1 h as indicated. Orange, basal occupancy; light blue, occupancy following stimulation with FSK and TNFα; dark blue, the overlap between basal and FSK/TNFα inducible binding. **f** Histograms showing the effect of TNFα and FSK alone and together on CRTC2, NF-κB p65, and H3AcK27 occupancy over CRTC2-NFκB p65-co-bound loci in 4d differentiated 3T3-L1 adipocytes (*n* = 367). Data in **a**, **b** represent the mean ± SEM, and data in **c**, **d** represent the mean ± SD.

In keeping with the role of SIK2 in suppressing CRTC activity, exposure to SIK inhibitor HG upregulated CXCL1/2 expression comparably to FSK (Fig. 3c). SIK inhibition also increased the expression of other inflammatory genes (IL6) that have CREB and NF-κB binding sites on their promoters but not genes like MCP1, an NF-κB target lacking a CREB binding site.

Recognizing that the CXCL1 promoter contains two cAMP response elements (CREs) as well as an NF-κB binding site, we evaluated the extent to which these regulatory pathways modulate the expression of this gene. Exposure to either FSK or TNFα increased CXCL1 reporter activity 2–3 fold, while exposure to both FSK and TNFα increased reporter activity synergistically (10-fold) (Fig. 3d and Supplementary Fig. 3c). We also observed cooperativity between NF-κB and CREB/CRTC pathways on a human CXCL8 (IL8) reporter in transient assays of HEK293T cells (Supplementary Fig. 3d). Indeed, co-expression of CRTC2/3 and p65 potentiated effects of FSK and TNFα on IL8 reporter activity. These results indicate that NF-κB and CREB/CRTC pathways co-regulate the expression of CXCL1/2 and perhaps other genes in adipocytes.

TNFα and other cytokines stimulate pro-inflammatory gene expression in part through induction of the inhibitor of nuclear factor κB kinase (IKK), which phosphorylates IκBs and thereby promotes their degradation^45,46^. Exposure to IKK inhibitor (IKK16) blocked the induction of the CXCL1 and CXCL2 genes in response to TNFα. Remarkably, IKK16 also interfered with induction of the CXCL1 and CXCL2 genes by SIK inhibitor (HG), suggesting that IKK activity is necessary for the cooperativity between NFκB and CREB pathways (Supplementary Fig. 3e).

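ChIP-seq peak lists were analysed for 3T3-L1 cells, a mouse preadipocyte line that forms adipocytes in culture, after 4 days of differentiation. Cells were left untreated or exposed for 1 h to the adenylyl cyclase activator FSK (10 µM), to TNFα (10 ng/ml), or to FSK and TNFα together. Chromatin was immunoprecipitated for 3 targets: CRTC2, NF-κB p65, and H3AcK27, an acetylated histone mark found at active promoters and enhancers. Each of the 12 combinations of target and treatment had 1 library, so no difference between treatments has a replicate check, and confidence intervals cover counting error over loci only. The CRTC2 libraries held 18885214 tags in control cells, 16438040 with FSK, 26472345 with TNFα, and 31807394 with FSK and TNFα. For p65 the totals were 26505421, 24941629, 26904732, and 20490261 tags in the same order, and for H3AcK27 they were 27601287, 9832884, 27966129, and 25729060 tags. The authors called peaks in each library separately with HOMER. They compared the control and TNFα libraries with an input of untreated cells, and the FSK and FSK/TNFα libraries with an input of FSK-treated cells. Peaks of CRTC2 and p65 had at least 4-fold more tags than the input and than the surrounding 10 kb, at a false discovery rate of 0.001. For H3AcK27, windows of 500 bp were joined into regions of variable width. The CRTC2 lists held 5188 peaks in control cells, 11749 with FSK, 19527 with TNFα, and 14171 with both. The p65 lists held 214, 2969, 2404, and 4221 peaks, and the H3AcK27 lists 52321, 38684, 49754, and 42227 regions. Peaks took up between 0.622% and 3.10% of the tags in the CRTC2 libraries, between 0.0138% and 0.633% in the p65 libraries, and between 48.6% and 66.7% in the H3AcK27 libraries. Requiring 8-fold enrichment over input was the setting that moved these numbers most, to 11430 H3AcK27 regions with both treatments and to 111 p65 peaks in control cells. The tag number of a peak was normalized by the authors to 10000000 tags per library and is given as normalized tags. The score and the fold over input of a peak are the authors' values, the score is not corrected for the input, and both serve only to describe or rank peaks within a list. Peaks were counted as shared when they overlapped by at least 1 bp, and a peak below the calling threshold is not listed. The coordinates were read as GRCm38: 0 of 243429 peaks ran past the end of a chromosome, and 48.6% of 41135 transcription start sites of protein-coding genes lay in H3AcK27 regions of control cells, compared with 6.11% after a shift of 1 Mb.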

We wondered whether FSK and TNFα exert distinct or overlapping effects on p65 and CRTC2 recruitment to the CXCL1 promoter. In chromatin-immunoprecipitation sequencing (ChIP-seq) studies of differentiated 3T3-L1 adipocytes (Fig. 3e and Supplementary Fig. 4), CRTC2 occupancy over the CXCL1 promoter is low under basal conditions but increases following exposure (1 h) to FSK. 

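CXCL1 (Cxcl1, ENSMUSG00000029380) lies on the plus strand of chromosome 5 from 90891241 to 90893115 in GRCm38 and has 4 exons. In control cells no CRTC2 peak was called between 5 kb upstream of its transcription start site and the end of the gene, in a list whose lowest score was 8. With FSK, a CRTC2 peak was called from 90891183 to 90891343, with its midpoint 22 bp downstream of the transcription start site, over the proximal promoter and the 5′ UTR in the first exon. It held 97 tags, or 59.0 normalized tags, with a score of 59 and 23.6-fold enrichment over the FSK input. By score it ranked 93 among all CRTC2 peaks of the FSK library.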

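In the TNFα library, a CRTC2 peak at Cxcl1 was called from 90891187 to 90891343 on chromosome 5, with its midpoint 24 bp downstream of the transcription start site. It held 232 tags, or 87.6 normalized tags, with a score of 72, and ranked 86 by score in its list. Its enrichment over input was 75.1-fold, against the input of untreated cells, so the value has no common reference with the FSK library.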

In line with its ability to stimulate CRTC2/3 nuclear translocation, treatment with TNFα also promotes CRTC2 recruitment to the CXCL1 promoter (Fig. 3e). Moreover, exposure to both FSK and TNFα further enhances CRTC2 as well as p65 occupancy over their respective binding sites. 

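With FSK and TNFα together, the CRTC2 peak at the Cxcl1 transcription start site extended from 90891170 to 90891332. It held 174 tags, or 54.7 normalized tags, with a score of 76, 13.5-fold enrichment over input, and a rank of 92 by score. No p65 peak was called within 5 kb upstream of the start site or in the gene in control or FSK-treated cells. TNFα alone gave a p65 peak from 90891047 to 90891209, centered 113 bp upstream of the start site, with 23.8 normalized tags and a rank of 53. With FSK and TNFα, the p65 peak nearest the start site extended from 90891075 to 90891237, held 22.4 normalized tags, and ranked 65. An additional p65 peak lay from 90890419 to 90890581, centered 741 bp upstream, with 23.4 normalized tags and a rank of 180. The start-site p65 peak was enriched 6.78-fold over input, so that 1 of the 2 promoter peaks passed the 8-fold threshold. The reference sequence holds the CRE sequence CGTCA, the reverse complement of TGACG, at 90891030 and 90891051, which are 211 and 190 bp upstream of the start site. Neither of these CREs lies inside a called CRTC2 peak. An NF-κB site read as GGAATTTCCC lies from 90891175 to 90891184. It is inside the p65 peak of both TNFα-treated libraries and, with FSK and TNFα, also inside the CRTC2 peak. H3AcK27 regions covered the start site in every library, from 90890047 to 90893848 in control cells, 90889678 to 90893521 with FSK, 90888399 to 90896001 with TNFα, and 90889438 to 90892678 with both. The FSK and FSK/TNFα regions were enriched 7.77-fold and 7.70-fold over input and were lost at the 8-fold threshold. Their input differs from that of the control and TNFα regions, so this loss does not show weaker acetylation. Over these regions of unequal width, 343.1 normalized tags were counted in control cells, 437.3 with FSK, 510.6 with TNFα, and 342.4 with both.

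**Figure D1:**
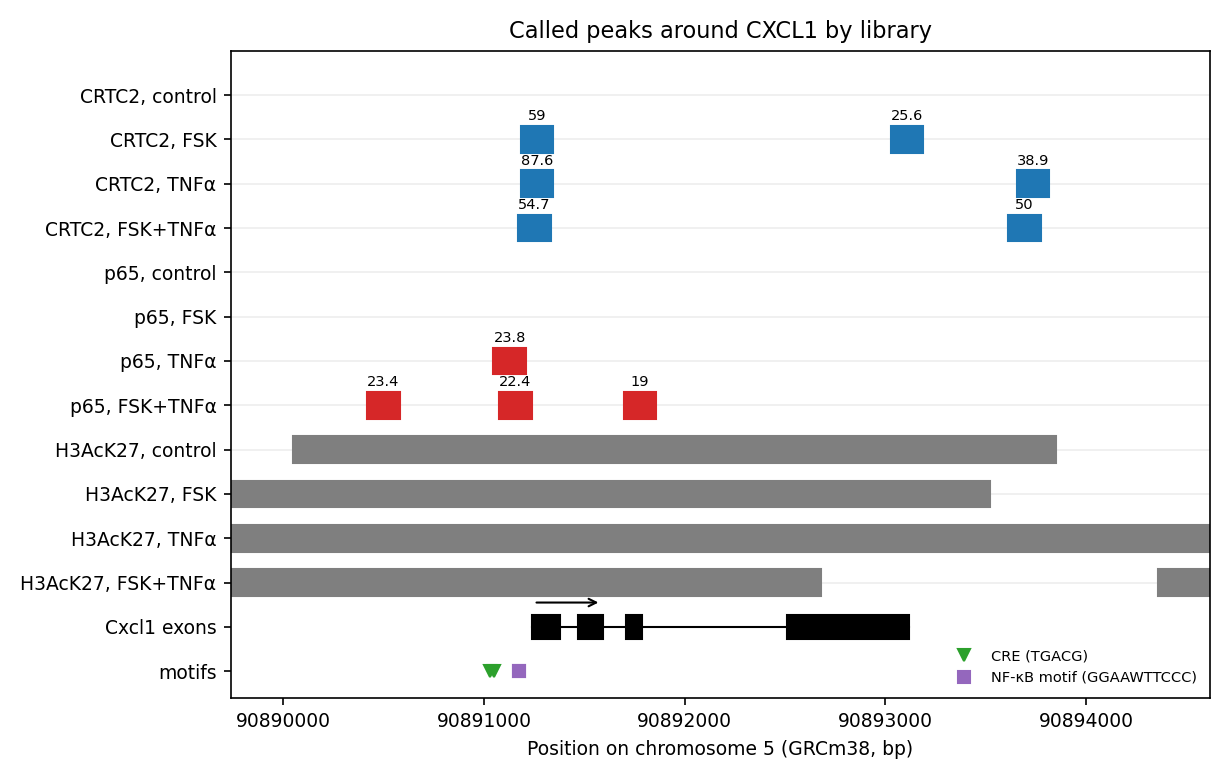
Called peaks of CRTC2, p65, and H3AcK27 at Cxcl1 by treatment, drawn to scale along chromosome 5 (GRCm38, position in bp), with normalized tags printed above CRTC2 and p65 peaks and the exons and motif matches marked. CRTC2 peaks sit at the transcription start site in the FSK, TNFα, and FSK/TNFα lanes, and p65 peaks appear in the lanes with TNFα.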

CRTC2 occupancy extends through the CXCL1 gene body, suggesting that it may contribute to both the transcriptional initiation and productive elongation of RNA polymerase II complexes along this gene.

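Beyond the start site, the FSK library had a second CRTC2 peak from 90893026 to 90893186, centered 9 bp before the annotated end of Cxcl1 and over the 3′ UTR in its last exon. It held 25.6 normalized tags and ranked 2642 by score. TNFα gave a peak from 90893657 to 90893813, centered 620 bp past the gene end, with 38.9 normalized tags and a rank of 506. With FSK and TNFα the corresponding peak extended from 90893611 to 90893773, centered 577 bp past the gene end, with 50.0 normalized tags and a rank of 143. No further CRTC2 peak was called between the start-site peak and these 3′ peaks. Peak calling keeps local maxima, so the lists do not give the signal in between. A p65 peak within the gene was called only with FSK and TNFα, from 90891696 to 90891858, with 19.0 normalized tags and a rank of 777.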

In addition to their effects on CXCL1, FSK and TNFα increased the occupancy of both CRTC2 and p65 at 367 co-bound loci (Fig. 3f). 

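Loci with overlapping CRTC2 and p65 peaks numbered 3 in control cells, 65 with FSK, 122 with TNFα, and 476 with FSK and TNFα. When the peak midpoints had to lie within 100 bp, 367 loci were counted with FSK and TNFα. The count fell to 240 with 8-fold enrichment over input and rose to 727 when peaks were widened to 500 bp on either side of the midpoint. Of the 476 loci, 11.3% overlapped a promoter (1000 bp upstream to 100 bp downstream of a start site), 36.1% lay in introns, and 50.2% were intergenic. Placing the p65 peaks at random within H3AcK27 regions gave 206 ± 12.9 loci (mean ± SD of 100 placements, from 174 to 240). Placing them over the whole genome gave 7.19 ± 2.68 loci (from 1 to 14). Of these p65 peaks, 31.8% lay in H3AcK27 regions with FSK and TNFα, so placing all of them there can raise the expected number. At the 476 loci a CRTC2 peak was called in control cells at 19 (3.99%, 95% Wilson interval 2.57–6.15%), with FSK at 269 (56.5%, 52.0–60.9%), and with TNFα at 111 (23.3%, 19.7–27.3%). A p65 peak was called in control cells at 4 (0.840%, 0.327–2.14%), with FSK at 28 (5.88%, 4.10–8.37%), and with TNFα at 126 (26.5%, 22.7–30.6%). With FSK and TNFα both shares are 100% by construction, because the loci were chosen in those libraries. Over the 367 loci, the CRTC2 shares were 3.81%, 51.0%, and 18.0% for control, FSK, and TNFα, and the p65 shares were 0.817%, 5.72%, and 25.9%. The p65 peaks at the 476 loci had a median score of 9, compared with 7 in the whole list. Ranked by the sum of their scores' ranks, the first 5 loci were nearest to Cebpb, Smim3, Tnfsf15, Dnajb6, and Notch3, and the locus at the Cxcl1 promoter was number 7.

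**Figure D2:**
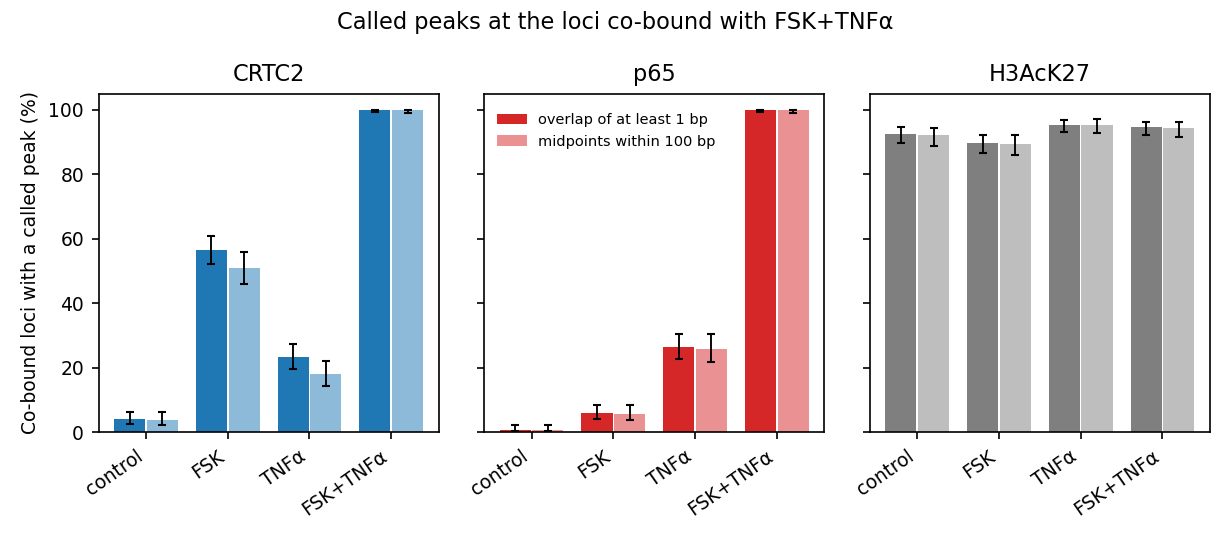
Percent of the co-bound loci with a called CRTC2, p65, or H3AcK27 peak by treatment; dark bars cover the 476 loci, pale bars the 367 loci, and error bars the 95% Wilson interval. The FSK/TNFα bars of CRTC2 and p65 are 100% by construction, FSK is the highest of the other CRTC2 bars, and TNFα is the highest of the other p65 bars.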

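H3AcK27 regions overlapped 92.4% of these 476 loci in control cells (interval 89.7–94.5%), 89.7% with FSK (86.7–92.1%), 95.4% with TNFα (93.1–96.9%), and 94.5% with FSK and TNFα (92.1–96.2%). Among the 367 loci, the shares were 92.1%, 89.4%, 95.4%, and 94.3%. The order of the treatments was not settled. With the best-scored regions in equal number from each list, the shares were 83.0%, 89.7%, 84.0%, and 92.9%, with FSK above control and TNFα. The FSK list was the shortest, with 38684 regions, so its share could not change and the others could only fall. That order therefore decides nothing about the mark. The FSK library had the fewest tags for this mark. Between treatments, 5622 CRTC2 loci were shared by FSK and TNFα, 6364 by FSK and FSK/TNFα, and 6133 by TNFα and FSK/TNFα. For p65 the corresponding numbers were 35, 47, and 272.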

70 of these loci have CRE(s) (TGACG), and 86 have NFκB motif(s) (GGAAWTTCCC), while 12 have both consensus CRE and NFκB binding sites. 

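Motifs were searched on both strands of the reference in 200 bp centered on each locus. Of the 476 loci, 100 held a CRE (TGACG), or 21.0% (95% interval 17.6–24.9%), compared with 7.46% of windows 2 kb away. An exact NF-κB motif (GGAAWTTCCC, where W is A or T) was found at 23 loci, or 4.83% (3.24–7.15%), compared with 0.210% of the distant windows. Both motifs were present at 3 loci. The Cxcl1 promoter locus is not among them, because the window missed the CREs upstream of its start site. Among the 367 loci with midpoints within 100 bp, 79 held a CRE, 17 the NF-κB motif, and 1 both. The NF-κB count moved most when 1 mismatch was allowed, a setting chosen after the data were seen, to 112 loci.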

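Ccl2 (ENSMUSG00000035385) lies on chromosome 11 from 82035571 to 82037453, and Cxcl5 (ENSMUSG00000029371) on chromosome 5 from 90759360 to 90761624, both on the plus strand. No TGACG was found on either strand from 5 kb upstream to 1 kb downstream of either start site. The AP1 consensus TGASTCA (S is C or G) was absent from 1000 bp upstream to 100 bp downstream of both. At Ccl2, TGAGTCA lay at 82033092 and 82030715, which are 2479 and 4856 bp upstream. At Cxcl5 it lay at 90758374 and 90757587, which are 1004 and 1791 bp upstream. An NF-κB motif was located 2354 bp upstream of Ccl2 and 107 bp upstream of Cxcl5.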

Some co-bound promoters (e.g., CCL2, CXCL5) lack consensus CREs, but they contain Jun/AP1 binding sites, which also appear capable of mediating recruitment of CRTCs to the promoter, potentially via an association with jun/fos family members^47^ (Supplementary Fig. 4a–c). Consistent with this notion, CCL2 and CXCL5 promoters lack consensus CREs, yet they are bound by CRTC2; and these genes are downregulated in dAKO adipocytes relative to wild-type adipocytes exposed to TNFα (Supplementary Fig. 4d).

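A CRTC2 peak overlapped the Ccl2 start site in all 4 libraries. It held 39.2 normalized tags in control cells, 58.4 with FSK, 97.8 with TNFα, and 52.8 with FSK and TNFα, and ranked 28, 158, 68, and 120 by score in the respective lists. At the Cxcl5 start site the corresponding peak held 12.7, 17.0, 54.4, and 43.7 normalized tags and ranked 1694, 3057, 221, and 175. Near Ccl2, p65 peaks were called with TNFα from 82033142 to 82033304 and with FSK and TNFα from 82033094 to 82033256, each about 2.4 kb upstream and apart from the CRTC2 peak. At the Cxcl5 promoter, p65 peaks were called with FSK from 90759236 to 90759398 and with TNFα from 90759215 to 90759377. With FSK and TNFα, a p65 peak was called in the Cxcl5 gene from 90760099 to 90760261, 802 bp downstream of the start site and apart from the CRTC2 peak. The nearest co-bound locus to Cxcl5 with both treatments was from 90753791 to 90753961, 5502 bp upstream, and held an AP1 site. Expression in dAKO adipocytes was not analysed here. From CRTC2 at promoters without a CRE, the paper proposes that AP1 sites can also recruit CRTCs, possibly through jun/fos proteins.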

### Knockout of CRTC2/3 improves adipose function in obesity

Of the three CRTC family members, CRTC2 and CRTC3 are expressed at the highest levels in adipose tissue relative to CRTC1, which is preferentially expressed in the brain. To determine the role of CRTCs in adipose tissue, we crossed mice with floxed alleles of both CRTC2/3 with Adipoq-Cre transgenic mice expressing Cre recombinase under the control of the adipose-specific adiponectin promoter. CRTC2/3 expression in WAT is reduced by more than 70% in CRTC2/3 double knockout (dAKO) mice by qPCR and western blotting analysis (Fig. 4d and Supplementary Fig. 5a, b). Based on the proposed effects of CRTC2/3 on CXCL1/2 expression and insulin resistance, we evaluated whether depletion of CRTC2/3 in adipose tissue modulates the effects of HFD on insulin signaling and glucose metabolism.

**Fig. 4:**
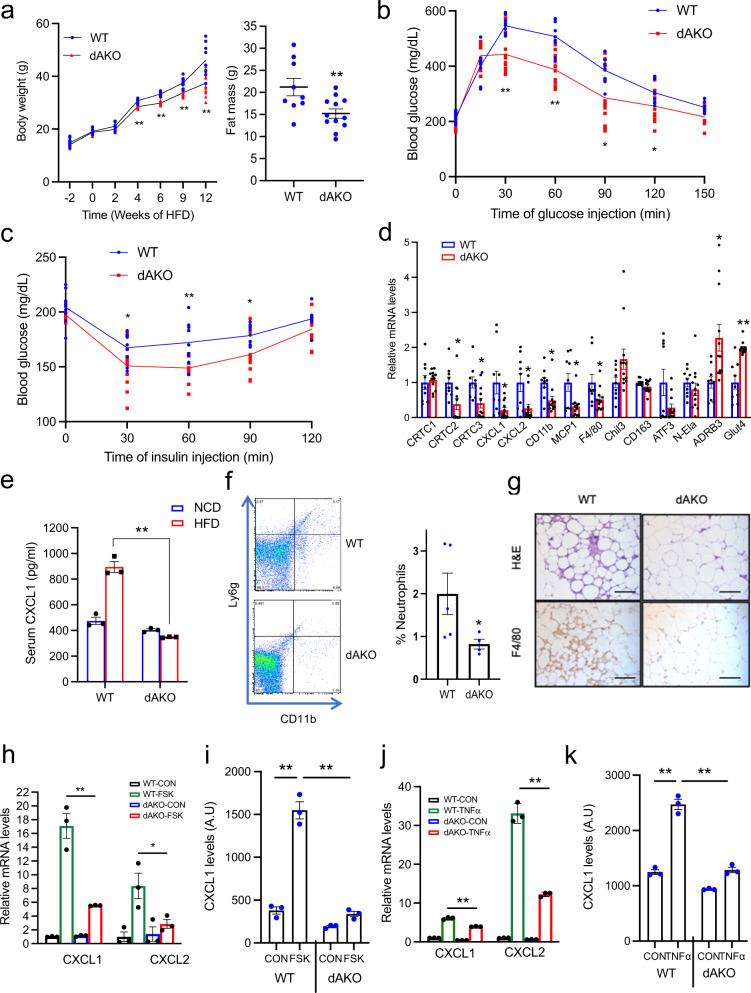
Mice with a knockout of both CRTC2 and CRTC3 in adipose tissue are resistant to HFD-induced obesity. **a** Body weight gain and fat mass in WT and double (CRTC2/3) adipose KO (dAKO) littermates after HFD feeding for 12 weeks (**P < 0.01, *t*-test; *n* = 9, 12 per group). HFD started at 4–5 weeks of age. **b**, **c** Glucose (1 g/kg glucose, IP) (**b**) and Insulin (1 U/kg insulin) tolerance testing (**c**) of dAKO and WT littermates. Mice were fed an HFD for 12 weeks (**P < 0.01, *P < 0.05, *t*-test; *n* = 9, 12 per group). **d** Q-PCR analysis of mRNA amounts for immune-related and metabolic genes in adipose from dAKO and WT littermates under HFD conditions for 12 weeks (*P < 0.05, *t*-test; *n* = 9, 12 per group). **e** Circulating concentrations of CXCL1 in dAKO mice and WT littermates after 6 weeks HFD or NCD feeding (**P < 0.01, *t*-test; *n* = 3 per group). **f** Flow cytometry analysis showing neutrophil (CD11b^+^; Ly6g^+^) numbers in eWAT from dAKO and WT littermates after 6 weeks HFD (*P < 0.05, *t*-test; *n* = 5, 4 per group). **g** H&E and macrophage (F4/80) staining in eWAT tissue sections from WT and dAKO mice after HFD feeding for 12 weeks. Representative images shown from more than 3 mice per group. **h** Relative mRNA amounts for CXCL1 and CXCL2 in differentiated primary adipocytes from dAKO or WT mice. Exposure to FSK (10 µM, 2 h) indicated. **i** Effect of FSK (10 µM, 6 h) on the secretion of CXCL1 from differentiated primary WT or dAKO adipocytes. **j** Effect of TNFα (10 ng/ml, 2 h) on the expression of CXCL1 and CXCL2 genes in differentiated primary adipocytes from dAKO or WT mice. **k** Effects of TNFα (10 ng/ml, 12 h) on the secretion of CXCL1 from differentiated primary adipocytes of dAKO and WT littermates. Significance determined by one-way ANOVA for **h**–**k** (**P < 0.01, *<0.05, *n* = 3 per group). Data in **a**–**f** and **i**, **k** represent the mean ± SEM, and **h**, **j** represent the mean ± SD.

Although they were indistinguishable from WT littermates under NCD conditions, dAKO mice gained less weight and had a lower fat mass in the context of HFD feeding, beginning after 4 weeks of HFD (Fig. 4a and Supplementary Fig. 5c). HFD-fed dAKO mice have lower fasting blood glucose levels; glucose and insulin tolerance is also improved in dAKO relative to WT (Fig. 4b, c and Supplementary Fig. 5d).

We performed indirect calorimetry studies to further characterize energy metabolism in dAKO mice (Supplementary Fig. 5e). Consistent with their lower body weight on HFD, dAKO mice have elevated oxygen consumption rate and energy expenditure relative to WT littermates. Despite these differences, physical activity and food intake appear comparable between CRTC2/3 mutant and WT littermates.

In keeping with the effects of CRTC2/3 on CREB target gene expression in adipose tissue, mRNA amounts for CXCL1 and CXCL2 in WAT are downregulated in dAKO mice relative to WT (Fig. 4d). Correspondingly, neutrophil numbers in adipose tissue from HFD-fed dAKO mice are 2-fold lower than in HFD-fed WT adipose tissue. mRNA amounts for neutrophil (CD11b) and M1 macrophage (F4/80) markers are decreased in dAKO WAT, suggesting that a reduction in CXCL1/2 mediated neutrophil recruitment also attenuates adipose tissue infiltration by other inflammatory cells.

In line with the improvements in adipose tissue inflammation, cAMP and insulin signaling pathways were more active in dAKO mice relative to wild-type (Supplementary Fig. 5f, g). Metabolic (ADRB3, GLUT4) gene expression was also increased in eWAT from dAKO mice relative to WT (Fig. 4d). c/EBPα protein amounts are elevated in dAKO eWAT, and SIK2 expression is correspondingly higher.

HFD feeding increases circulating levels of CXCL1 in WT mice, but CXCL1 expression remains low in HFD-fed dAKO mice (Fig. 4e). In line with the loss of CRTC2/3 expression, dAKO mice have lower numbers of HFD-inducible neutrophils (CD11b^+^; Ly6g^+^) and macrophages (F4/80^+^) in eWAT (Fig. 4f, g). Consistent with these metabolic improvements, dAKO adipocytes expressed and secreted lower levels of CXCL1/2 following exposure to FSK or TNFα compared to wild-type cells (Fig. 4h–k).

### CXCL1/2 mediate effects of CRTC1/2 on HFD-induced inflammation

Based on the effects of HFD in promoting cytokine gene expression, we wondered whether CRTC2/3 depletion would attenuate the reactivity of WAT tissue to an inflammatory stimulus. Intra-peritoneal administration of low-dose lipopolysaccharide (LPS; 500 ng/kg, 3 h) stimulated the expression of inflammatory genes that are targets of both CRTC and NFκB (CXCL1, CXCL2, IL6) or NFκB alone (TNFα, IL1β, MCP1) in WT eWAT. Depletion of CRTC2/3 reduced expression of NFκB/ CRTC coregulated targets and to a lesser extent NFκB selective targets in dAKO eWAT (Supplementary Fig. 6). Collectively, these studies suggest that CRTC2/3 acts upstream of NFκB to promote the expression of cytokine genes in adipose tissue.

Having seen that CXCL1/2 expression is reduced in dAKO mice, we evaluated the extent to which these chemokines contribute to the effects of HFD on inflammation and lipid metabolism. Administration of CXCL1/2 neutralizing antiserum during the HFD feeding regimen reduces circulating concentrations of CXCL1/2 proteins to a similar extent in WT mice as those in dAKO mice (Supplementary Fig. 7a). Neutrophil and macrophage infiltration into adipose tissue is downregulated by immunohistochemical analysis of eWAT sections from immuno-neutralized mice; and glucose tolerance is correspondingly improved (Fig. 5a, b). Indeed, neutrophil and macrophage marker gene expression (CD11b, F4/80, MCP1) is also reduced in eWAT from anti-CXCL1/2 immuno-neutralized mice compared with control (Fig. 5c). In RNA-seq studies of eWAT, most of the gene clusters that are upregulated in HFD versus NCD feeding correspond to immune response and chemokine signaling (Supplementary Fig. 7d). mRNA amounts for these genes are decreased in both dAKO and anti-CXCL1/2 antiserum injected mice.

**Fig. 5:**
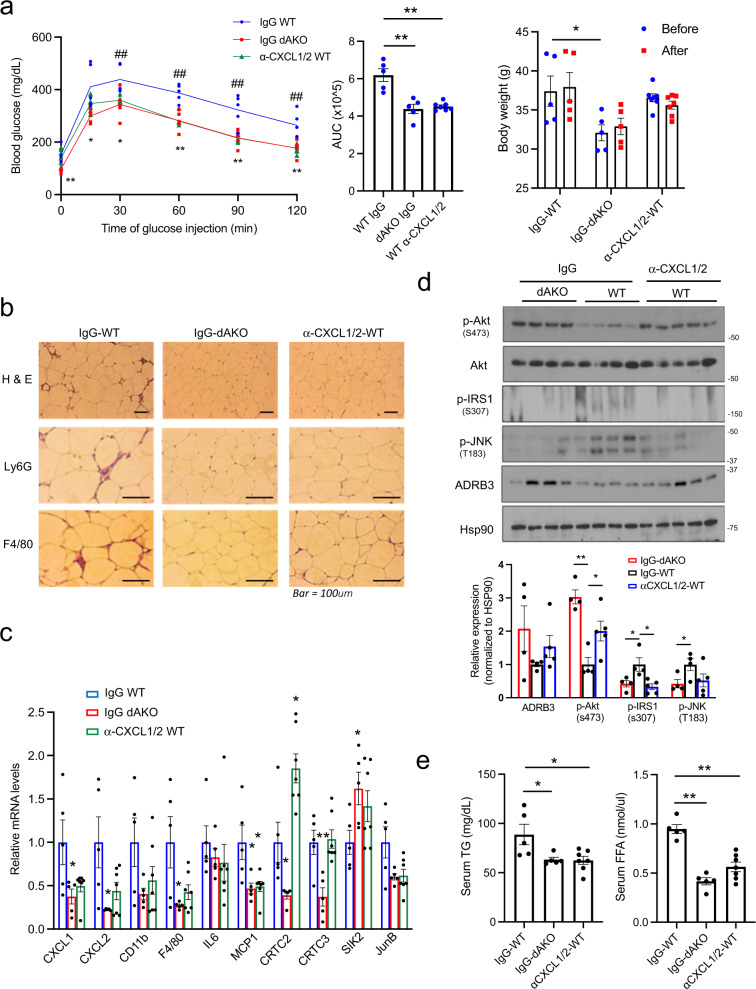
Immuno-depletion of CXCL1/2 protects against HFD-induced immune cell infiltration into adipose tissue. **a** Glucose tolerance testing (1 g/kg glucose) of dAKO and WT mice injected with neutralizing antibodies against CXCL1/2 (α-CXCL1/2) or IgG control (** or ^##^*P* < 0.01, *P < 0.05, *t*-test; *n* = 5, 5, 7 per group). Mice were fed a HFD for 9 weeks. Middle, area under curve (AUC) showing effect of dAKO and CXCL1/2 immuno-neutralization (**P < 0.01, one-way ANOVA; *n* = 5, 5, 7 per group). Right, Changes in body weight before and after injection of control IgG or anti-CXCL1/2 antiserum (*P < 0.05, one-way ANOVA; *n* = 5, 5, 7 per group). **b** Microscope sections of eWAT from IgG or α-CXCL1/2 injected WT mice, versus IgG injected dAKO mice under HFD feeding conditions for 9 weeks. Sections were stained using antisera against neutrophil (Ly6G) or macrophage marker (F4/80). Representative images from 5 mice per group shown. **c** Expression of immune-related genes in eWAT from IgG injected WT, IgG injected dAKO, and α-CXCL1/2 injected WT HFD fed mice (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 5, 5, 7 per group). **d** Immunoblots of eWAT showing effect of α-CXCL1/2 immuno-neutralization in HFD-fed (9 weeks) WT mice on insulin and stress signaling. Bottom, densitometric analysis of immunoblots (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 5, 5, 7 per group). **e** Circulating Triglyceride (TG) and Free fatty acid (FFA) concentrations in serum from dAKO and α-CXCL1/2-neutralized mice (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 5, 5, 7 per group). Data in **a**, **c**–**e** represent the mean ± SEM.

Consistent with this decrease in pro-inflammatory gene expression, insulin signaling, evaluated by relative pSer(473)AKT and pSer(307)IRS1 protein amounts, is enhanced while stress signaling (pThr(183)JNK) is attenuated in eWAT from CXCL1/2-neutralized mice (Fig. 5d). As a result, circulating triglyceride and free fatty acid concentrations are decreased in HFD-fed dAKO and CXCL1/2 immuno-neutralized mice relative to WT. Indeed, lipid accumulation in the liver is reduced in dAKO mice (Fig. 5e and Supplementary Fig. 7b, c). Collectively, these results indicate that the induction of CXCL1/2 by CRTC2/3 in adipose tissue during HFD feeding, contributes in part to the development of insulin resistance.

### Effect of CXCL1 knockout on diet-induced insulin resistance

Based on the effects of CXCL1/2 immuno-neutralization on insulin signaling, we employed CXCL1 KO mice to evaluate whether this chemokine contributes to HFD-induced insulin resistance (Fig. 6). Under HFD conditions, CXCL1 KO mice had lower body weight and a tendency toward lower fat mass (*P* = 0.07, Fig. 6a). Glucose metabolism was improved in CXCL1 KO mice relative to WT littermates by intraperitoneal glucose (IPGTT) and insulin tolerance testing (ITT) (Fig. 6b and Supplementary Fig. 8a). Indeed, CXCL1 KO mice had lower circulating concentrations of triglyceride and free fatty acids relative to WT (Fig. 6c and Supplementary Fig. 8b, c). Consistent with an improvement in lipid metabolism, triglyceride stores in BAT and liver are reduced in HFD fed CXCL1 KO mice relative to WT (Fig. 6c).

**Fig. 6:**
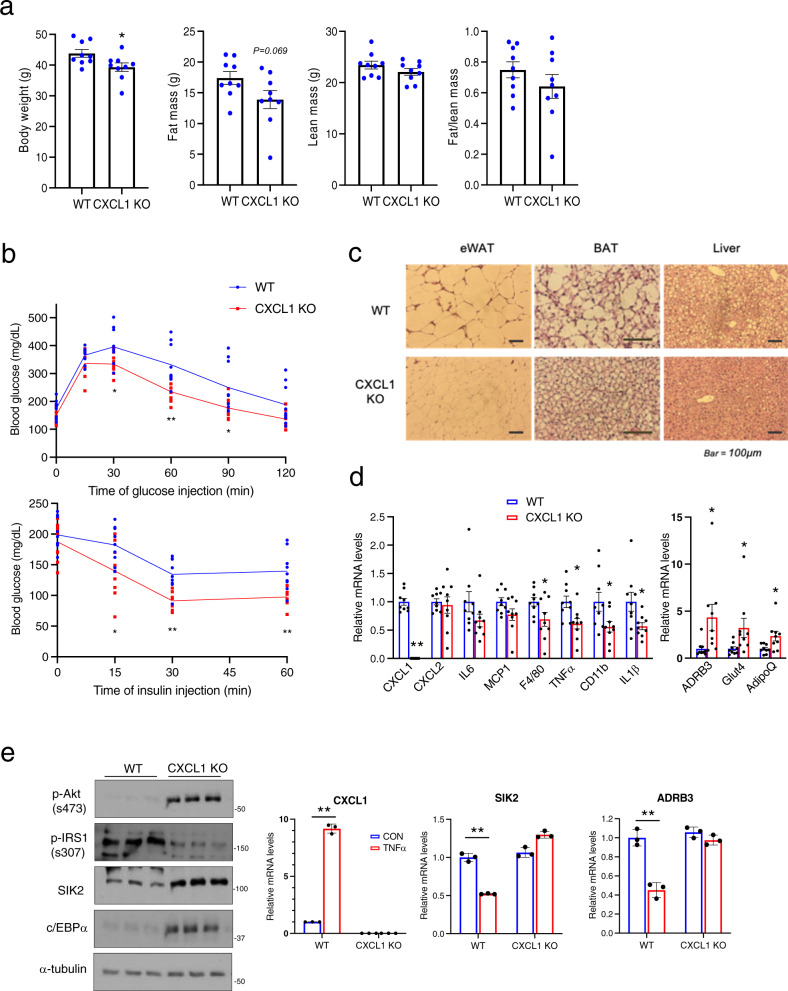
Knockout of CXCL1 corrects HFD-induced glucose intolerance and metabolic gene expression in WAT. **a** Body weight and fat mass in CXCL1 KO and WT littermates following HFD feeding for 10 weeks (*P < 0.05, *t*-test; *n* = 9, per group). **b** Glucose tolerance (top, 1 g/kg of glucose) and insulin tolerance (bottom, 1 U/kg of insulin) testing of CXCL1 KO and WT littermates (**P < 0.01, *P < 0.05, *t*-test; *n* = 9, per group). Mice were fed a HFD for 10 weeks. **c** H&E staining of sections from eWAT, BAT, and livers of CXCL1 KO mice and WT littermates. Representative images from more than 5 mice per group. **d** Relative mRNA amounts for immune-related and metabolic genes by quantitative PCR of eWAT from HFD fed (10 weeks) CXCL1 KO and WT littermates (**P < 0.01, *P < 0.05, *t*-test; *n* = 9 per group). **e** Effect of CXCL1 deficiency on insulin signaling in differentiated white adipocytes from CXCL1 KO and WT littermates. Right, qPCR analysis showing effect of CXCL1 depletion on TNFα (10 ng/ml, 6 h) mediated changes in SIK2 and c/EBPα (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 3 per group). Data in **a**, **b**, and **d** represent mean ± SEM, and data in **e** represent mean ± SD.

Inflammatory gene expression (F4/80, TNFα, CD11b, IL1β) is also downregulated in CXCL1 KO adipose tissue, while metabolic gene expression (ADRB3, Glut4, AdipoQ) is elevated. These salutary effects are associated with increases in insulin signaling (p-AKT) and adipogenic (c/EBPα) gene expression (Fig. 6e). In keeping with the stimulatory effects of c/EBPα on the SIK2 gene, protein levels for SIK2 are also increased in eWAT from HFD-fed CXCL1 KO relative to WT mice. Collectively, these results demonstrate that CXCL1 contributes to the inflammatory and metabolic changes that accompany HFD feeding (Fig. 6d and Supplementary Fig. 8d).

### Administration of CXCL1/2 restores insulin resistance in dAKO

We wondered whether CXCL1/2 expression is sufficient to promote glucose intolerance and insulin resistance. We tested this notion by evaluating the effects of recombinant CXCL1/2 proteins (rCXCL1/2) on adipose tissue. Intra-peritoneal injection of rCXCL1/2 reversed the salutary effects of CRTC2/3 depletion in WAT (Fig. 7a–c and Supplementary Fig. 9). Indeed, rCXCL1/2 administration blocked dAKO-dependent increases in insulin signaling (p-Akt) and stimulated increases in stress signaling (p-JNK) that lead to inhibitory phosphorylation of IRS1 (at Ser307) (Fig. 7d). Taken together, these results indicate that CXCL1/2 are important downstream components of the CREB/CRTC-mediated response to HFD feeding in WAT.

**Fig. 7:**
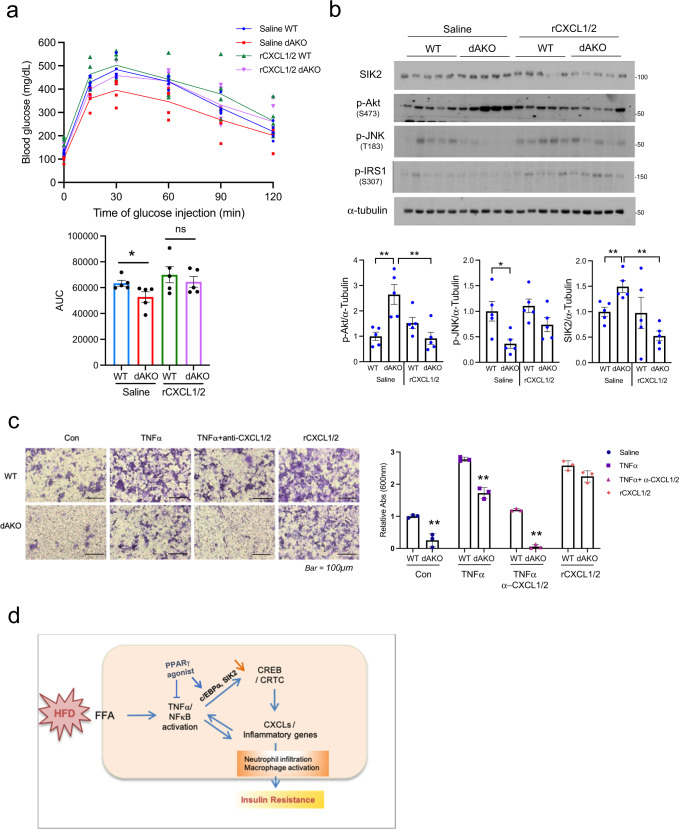
CXCL1/2 administration reverses salutary effects of adipocyte CRTC2/3 depletion on glucose homeostasis and pro-inflammatory gene expression. **a** Effect of recombinant CXCL1/2 (rCXCL1/2) on CRTC dAKO mediated glucose tolerance following 12 weeks of HFD (1 g/kg of glucose). 1 µg of rCXCL1 and 2 were administered by IP injection 1 week prior to the IPGTT assay. Bottom, AUC of glucose tolerance test (*P < 0.05, one-way ANOVA, *n* = 5 per group). **b** Immunoblots of eWAT showing the effect of rCXCL1/2 on insulin and stress signaling as well as SIK2 protein amounts in eWAT from HFD-fed (12 weeks) WT and dAKO mice (*n* = 5 per group). Bottom, densitometric analysis of p-Akt, p-JNK and SIK2 expression (**P < 0.01, *P < 0.05, one-way ANOVA; *n* = 5 per group). **c** Effect of TNFα, α-CXCL1/2, and rCXCL1/2 on LPS-primed Raw264.7 migration. Adipocytes from WT and dAKO mice were treated overnight with 10 ng/ml TNFα, 100 ng/ml α-CXCL1/2, and 100 ng/ml rCXCL1/2. Following 16 h exposure to the adipocyte conditioned medium, Raw 264.7 macrophage migration was evaluated by staining inserts with crystal violet. Dried inserts were photographed and dyes were extracted with alcohol/acetic acid and quantified by OD measurement at 600 nm. Bottom, relative absorbance shown (**P < 0.01, *t*-test; *n* = 3 per group). Data in **a**–**c** represent the mean ± SEM. **d** Diagram showing the effect of HFD feeding on CRTC2/3 activation and induction of cytokine genes in cooperation with NF-κB.

To address the potential role of CXCL1/2 in promoting the migration of innate immune cells, we performed in vitro chemotaxis assays using the macrophage/monocyte cell line Raw 264.7. Exposure to conditioned medium from unstimulated WT adipocytes promoted macrophage migration (Fig. 7c); these effects were further potentiated by exposure to conditioned medium from WT adipocytes treated with TNFα. dAKO adipocyte conditioned medium was far less effective in promoting macrophage migration, under basal conditions and following TNFα treatment. TNFα-inducible macrophage chemotaxis was partially blocked by the addition of CXCL1/2 neutralizing antiserum. Conversely, the addition of rCXCL1/2 increased macrophage migration even in conditioned medium from dAKO cells. Taken together, these results demonstrate that CXCL1/2 acts downstream of CREB/CRTC and NFκB pathways to promote insulin resistance in obesity.

## Discussion

Obesity is a major risk factor for the development of insulin resistance and type II diabetes. High-fat diet feeding stimulates the release of cytokines from adipocytes, which in turn recruit innate immune cells that disrupt fat storage and block insulin signaling^4^. TNFα and other cytokines are thought to mediate the effects of HFD in promoting the expression of inflammatory genes and by inhibiting metabolic gene expression via the induction of NF-κB^21,45^. We found that the NF-κB pathway stimulates a subset of inflammatory genes cooperatively with CREB/CRTC. Although CREB and CRTCs are typically activated by cAMP, HFD feeding appears to induce this pathway in adipocytes by decreasing the expression of SIK2.

Indeed, SIK2 expression and function are inversely correlated with insulin resistance and obesity in humans^12,29^. While inhibition of SIK2 in macrophages appears to promote the release of anti-inflammatory cytokines^48^, adipocyte SIK2 has been found to regulate Glut4 expression and insulin signaling^28^. Correspondingly, SIK2^−/−^ mice have lower glucose tolerance and reduced insulin sensitivity, due to increases in macrophage infiltration^14^. The extent to which CRTCs contribute to this phenotype is unclear, however.

Although it disrupts adipocyte cAMP signaling, HFD feeding paradoxically activates the CREB/CRTC pathway, in part via cytokine-mediated decreases in SIK2 expression that lead to CRTC dephosphorylation, nuclear entry, and association with CREB over relevant promoters. Restoring SIK2 expression in adipocytes, by overexpression of C/EBPα or by administration of PPARγ agonist, rescued the inhibitory phosphorylation of the CRTCs. Future studies should reveal the extent to which PPARγ may also modulate CREB/CRTC activity in other tissues.

Following their induction in response to HFD feeding, adipocyte CRTC2/3 stimulates the expression of CXCL1 and CXCL2 as well as other pro-inflammatory genes (IL6, LIF) in cooperation with NFκB. In turn, CXCL1/2 recruit neutrophils and macrophages to adipose tissue, where they promote insulin resistance (Fig. 7d). Loss of CXCL1/2 expression, by immune-depletion or by knockout (of CXCL1), restored insulin sensitivity and glucose tolerance. Indeed, these chemokines have also been shown to function importantly in human obesity and insulin resistance^39,42,44^ as well as in cancer metastasis^49,50^.

Although they are indistinguishable from wild-type littermates under NCD conditions, dAKO mice weigh less and have lower fat mass than wild-type littermates in response to HFD feeding. In this regard, CREB has been reported to promote the expression of the adipogenic program by stimulating the expression of the c/EBPβ gene^51^. c/EBPβ mRNA levels tend to be decreased in dAKO WAT but adipogenic gene expression appears to be relatively unaffected, likely reflecting compensation by the closely related family member c/EBPδ^52^. c/EBPα and PPARγ protein levels are elevated in dAKO relative to wild-type WAT. And late adipogenic markers (e.g., FABP4, LPL, PEPCK) are either equally expressed or upregulated in dAKO WAT. Further studies should reveal how crosstalk between adipogenic and inflammatory pathways contributes to the development of insulin resistance.

In addition to their effects on triglyceride storage in WAT, pro-inflammatory cytokines have been shown to interfere with thermogenesis in beige and brown fat^53^. We imagine that the loss of pro-inflammatory (CXCL1, CXCL2) gene expression in dAKO mice could therefore enhance the expression of thermogenic genes, either in beige adipocytes or in brown fat. Indeed, oxygen consumption and energy expenditure are elevated in dAKO mice. Moreover, CXCL1 KO mice have reduced body weight and tend to have lower fat mass compared to wild-type littermates (Fig. 6a). Thermogenesis may be more active in dAKO mice, although the modulatory effects of CRTC3 alone in brown fat appear to be largely developmental^54^.

Knockout of CRTC2/3 not only reduces CXCL1/2 expression but also blunts the effects of NFκB activation on pro-inflammatory genes. These results suggest that CRTCs may prime certain promoters for NFκB recruitment through epigenetic mechanisms. 

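In the FSK/TNFα libraries, TGASTCA occurred within 200 bp centered on the midpoint at 133 of the 476 loci with overlapping CRTC2 and p65 peaks, or 27.9% (95% Wilson interval 24.1–32.1%). In windows 2 kb away the share was 3.99%. Among all CRTC2 peaks of that treatment it was 14.5% (2055 of 14171), and among all p65 peaks 8.84% (373 of 4221). In 10000 random lists of 476 peaks, the share ranged from 8.40% to 21.2% for CRTC2 peaks and from 4.83% to 14.1% for p65 peaks, so the co-bound share was above every list. When the lists were matched on score and on promoter or distal position, a comparison chosen after the data were seen, the median share of the CRTC2 lists rose to 24.4% and the co-bound share fell at percentile 96.7, within their central 95%. Against matched p65 lists, with a median of 12.4%, it remained above all lists.

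**Figure D3:**
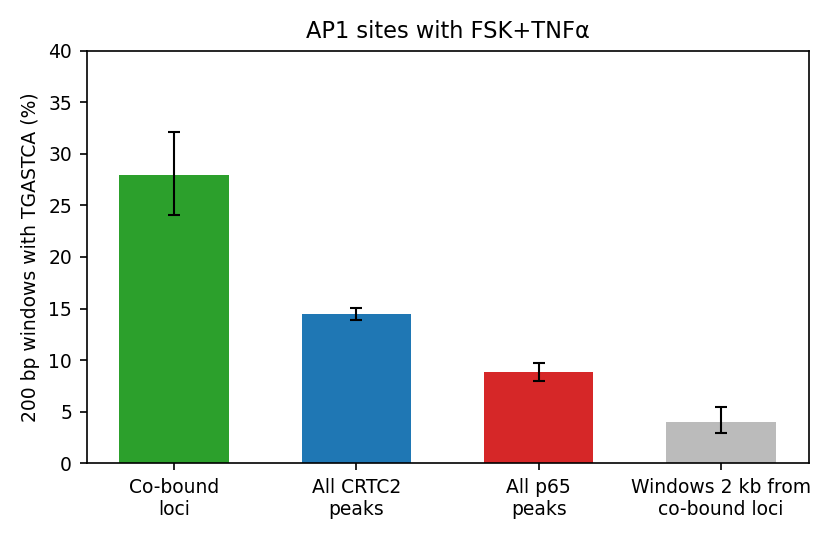
Percent of windows with an AP1 site among co-bound loci, windows 2 kb away, and all CRTC2 and p65 peaks of the FSK/TNFα libraries, with 95% Wilson intervals. The co-bound bar, at 27.9%, is the highest.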

CRTC2/NFκB co-bound peaks appear to be particularly enriched in AP1 binding sites, which are typically recognized by Jun/Fos but not CREB family members. Supporting this idea, CRTC1 has been reported to associate with AP1 and to mediate induction of target gene expression^47^. Future studies should reveal the extent to which CRTCs modulate adipose tissue function through other nuclear factors in addition to CREB.

## Materials and methods

### Animals

All procedures involving the use of animals were performed in accordance with the guidelines presented by Salk Institute’s Animal Care and Use Committee. C57BL/6J mice were purchased from The Jackson Laboratory (strain #000664). CRTC2/3 double-floxed (dflox) mice were produced by crossing Crtc2-floxed mice^55^ with Crtc3-floxed mice^54^. Adipose-specific CRTC2/3 knockout (dAKO) mice were generated by crossing CRTC2/3 dflox mice with *Adiponectin*-Cre mice (Jackson Laboratory; strain # 010803). CXCL1 knockout mice, C57BL/6NCrl-*Cxcl1*^*em1(IMPC)Mbp*^/Mmucd, RRID: MMRRC_046310-UCD, were obtained from the Mutant Mouse Resource and Research Center (MMRRC) at the University of California at Davis, an NIH-funded strain repository, and were donated to the MMRRC by Kent Lloyd, D.V.M., University of California, Davis.

For High Fat Diet (HFD) feeding, 4–6-week-old mice were fed 60% HFD (Research Diet # D12492) for indicated periods with regular day/night cycles. For glucose tolerance testing (GTT), mice fed with a 60% high-fat diet were fasted overnight and injected with 1 g/kg of glucose/body weight. Blood glucose levels were monitored at indicated time points for 2 h. For insulin tolerance testing (ITT), mice were fasted for 4 h and injected with 1 U/kg of insulin/body weight. Blood glucose levels were determined at indicated time points. Body fat composition was analyzed by EcoMRI-100H.

### Histology

Mouse tissues were fixed in zinc-buffered formalin (Anatech) and paraffin-embedded. Sections (5–10 mm) were used for hematoxylin and eosin (H&E) staining or immunohistochemistry. For immunohistochemical staining of epididymal WAT (eWAT), sections were rehydrated and antigen-retrieved in sodium citrate. The sections were incubated with F4/80 (Abcam) or Ly6G (Biolegend) antiserum and visualized by the avidin–biotin-complex method using the chromogen diaminobenzidine (Vector Labs). Stained slides were imaged by light-field microscopy (Nikon).

### Indirect calorimetry

Mice fed with a 60% high-fat diet for 3 months were individually housed for at least 3 days before experiments. Food intake, locomotor activity, oxygen consumption, and energy expenditure were simultaneously measured for individually housed mice with a LabMaster system (TSE Systems). Data were collected for 2–3 days and analyzed.

### Primary adipocyte and 3T3-L1 cells culture

Primary adipocytes were generated and maintained as previously reported^54^. Interscapular BAT and eWAT were collected, minced, and digested with isolation buffer for a proper time at 37 °C on a shaker. The isolation buffer contains 1.5 mg/ml Collagenase I (for eWAT) or 1 mg/ml Collagenase IV (for BAT). After digestion and filtration, stromal vascular fraction (SVF) cells were cultured in a growth medium for 3 days, and then fresh media was changed every 2 days. Upon confluence, cells were exposed to an induction medium for 2 days and then a differentiation medium. After differentiation, cells were considered primary adipocytes. The induction medium contains DMEM (Mediatech), 10% FBS (Gemini), 1 µg/ml insulin (HumulinR; Lilly), 0.3 μM dexamethasone (Sigma) and 0.63 mM 3-isobutyl-1-methylxanthine (IBMX) (Sigma), 1 µM Rosiglitazone (Adipogen), 10 nM T3 (Sigma). The differentiation medium contains DMEM, 10% FBS, 1 µg/ml insulin, and 10 nM T3. For 3T3-L1 differentiation, we employed the same procedure as for primary adipocytes. Subcellular fractionation for TNFα treated 3T3-L1 adipocytes was performed using a NE-PER Nuc-Cyt extraction kit according to the manufacturer’s protocol (Thermo Scientific).

### Immunofluorescence staining

Immunofluorescence staining was performed as previously described^54^. eWAT from HFD (6 weeks) and age-matched NCD mice were fixed with ice-chilled 4% PFA for 3 h, stored overnight in 25% sucrose solution, and then embedded in OCT compound. After cutting at 15–30 micrometer using cryostat, slides were blocked for 1 h in blocking buffer containing PBS, 3% normal goat serum, 2% bovine serum albumin, and 0.2%Triton X-100. The sections were incubated with anti-CRTC3 antibody (Cell signaling technology) or anti-CRTC2 antibody (generated in our laboratory) or anti-F4/80 (Abcam) diluted in blocking buffer overnight at 4 °C. Slides were washed three times with PBS containing 0.2% Triton X-100, and then incubated with secondary antibodies and DAPI (Vector Laboratories) for 1 h at room temperature, mounted and images were taken under Zeiss750 confocal microscope.

### Luciferase assay

Plasmid carrying a ~600 base pair fragment of CXCL1-proximal promoter in pGL3 luciferase vector was transfected into HIB1b brown pre-adipocytes, along with control, CRTC2, CRTC3, or NFκB p65 and RSV-β gal plasmids. Mouse SIK2 promoter (~910 bp) was cloned into pGL4 luciferase vector and mouse C/EBPα promoter (~1350 bp) was cloned in pXP2 luciferase vector; promoter assay was performed in HIB1B cells. Plasmid carrying a −345 base pairs of human-IL8 proximal promoter in pXP2 luciferase vector were transfected to 293T cells, along with control, CRTC2, CRTC3 or NFκB p65 and RSV-β gal plasmids. Samples were collected 48 h post-transfection and luciferase activity was measured by GloMax luminometer (Promega). Luciferase activity was normalized to β-gal activity. Forskolin (FSK), murine TNFα, human TNFα were purchased from Sigma, Novus Biologicals and MyBiosource, respectively.

### Flow cytometry

The stromal vascular fraction of epididymal adipose tissues were isolated as described above. Cells were stained for 1 h and washed three times with HBSS containing 1% FBS. The macrophages (F4/80^+^CD11b^+^) and neutrophils (F4/80-Ly6g^+^CD11b^+^) were analyzed by FACS LSRII (BD Biosciences). The antibodies were purchased from Serotec (F4/80) and BD Biosciences (CD11b and Ly6g). For the collection of endothelial/immune cells, stained cells with CD31, CD45, Ter119 were collected by FACS Aria (BD Biosciences). The antibodies were obtained from eBioscience. The gating strategy is described in Supplementary Data.

### Lentivirus production

Lenti-mouse c/EBPα was prepared by cloning c/EBPα cDNA into the pHRST vector. pHRST-control, pHRST-c/EBPα along with packaging plasmids were transfected in HEK293 cells. After 3 days of incubation, amplified virus particles were collected and concentrated.

### RNA analysis

Total RNA was extracted from cells or tissue with TRIzol-based isolation Kits (Zymo Research) and 1 μg of RNA was converted to cDNA with Transcriptor first-strand cDNA synthesis kit according to the manufacturer’s protocol (Roche). Quantitative PCR (qPCR) was performed with SYBR green master mix (Roche) by Light cycler 480 II (Roche) and the relative mRNA expression was calculated by 2^−ΔΔct^ method. *L32* was used as a housekeeping gene for mRNA expression analysis. RNA-seq was performed as previously described^54^. RNA-Seq libraries were prepared following the manufacturer’s protocols using the NEB Next-poly(A) magnetic isolation kit to isolate mRNA followed by the NEBNext-Ultra2 kits from New England Biolabs. Libraries were quantitated by Qubit (Invitrogen), and run on a MiSeq instrument with paired-end 75 bp reads using v3 chemistry (Illumina). Data were analyzed by tophat2 and cuffdiff against the mouse mm10 genome build. GEO accession number for RNA-seq studies in Fig. 1a, b and Supplementary Fig. 7d is GSE160684. RNA-seq data for Supplementary Fig. 2a was taken from GEO accession number GSE109443^54^.

### Primer sequences for qRT-PCR

L32: F-5′ TCT GGTGAAGCCCAAGATCG-3′, R-5′ CCTCTGGGTTTCCGCCAG TT-3′

CRTC2: F-5′ GTGGTTCTCTGCCCAATGTT-3′, R-5′ CAGACTCTGGGGGAGGAGAT-3′

CRTC3: F-5′ CAAGCCGATAATGTTCGTGGAAC-3′, R-5′ CTGTGAAGAATAACTGGCTGCG-3′

CRTC1: F-5′ TGCCCAACGTGAACCAGATT-3′, R-5′ GTCGCCCATGCTTGTCTACT-3′

CXCL1: F-5′ TGCACCCAAACCGAAGTCAT-3′, R-5′ ACTTGGGGACACCTTTTAGCA-3′

CXCL2: F-5′ TCA TAG CCA CTC TCA AGG GC-3′, R-5′ TCT TCC GTT GAG GGA CAG CA-3′

CXCL5: F-5′ CAGTGCCCTACGGTGGAAGT-3′, R-5′ GCGAGTGCATTCCGCTTAG-3′

SIK2: F-5′ TGTGGGGCTGCCAGTGACCT-3′, R-5′ AGGGGGCACAGGGTCAAGCA-3′

SIK3: F-5′GCAGGGTCCCTAGCCATTTT-3′, R-5′ CCACGTAAACAGGTCAGGCT-3′

c/EBPα: F-5′ TGGACAAGAACAGCAACGAG-3′, R-5′ TCACTGGTCAACTCCAGCAC-3′

ADRB3: F-5′ ACAGGAATGCCACTCCAATC-3′, R-5′ GGGGAAGGTAGAAGGAGACG-3′

Glut4: F-5′ GAT GGG GAA CCC CCT CGG CA-3′, R-5′ GGT CCC CCA GGA CCT TGC CT-3′

AdipoQ: F-5′ GGGCTCAGGATGCTACTGTT-3′, R-5′ ACCTGCACAAGTTCCCTTGG-3′

CD11b: F-5′ CCACACTAGCATCAAGGGCA-3′, R-5′ AAGAGCTTCACACTGCCACC-3′

F4/80: F-5′ GTGCCATCATTGCGGGATTC-3′, R-5′ GGAAGCCCATAGCCAAAGG-3′

IL6: F-5′ GGG ACT GAT GCT GGT GAC AA-3′, R-5′ TCC ACG ATT TCC CAG AGA ACA-3′

MCP1: F-5′ GTC CCT GTC ATG CTT CTG GG-3′, R-5′ GAG TAG CAG CAG GTG AGT GG-3′

c/EBPβ: F-5′ ACTTCAGCCCCTACCTGGAG-3′, R-5′ AGAGGTCGGAGAGGAAGTCG-3′

ATF3: F-5′ ACCGCCATTGTCCCCTGCCT-3′, R-5′ GGGGCCGCCTCAGACTTGGT-3′

JunB: F-5′ TCACGACGACTCTTACGCAG-3′, R-5′ GATAGGGATCCGCCAGGTTG-3′

PTGER3: F-5′ ATCCTCGTGTACCTGTCACAGCGA-3′, R-5′ TCAACCGACATCTGATTGAAGAT-3′

PTGER4: F-5′ TGT TCA TCT TCG GGG TGG TG-3′, R-5′ GCC ACT GGC CCT TCA TGT AT-3′

NR4A1: F-5′ GGA CAA GAG GCG GCG GAA CC-3′, R-5′ GGC CCG GAG TCC AAG TGT GC-3′

N-Elastase: F-5′ CGGCCTAAATTTCCGGTCAG-3′, R-5′ ACGTTGGCGTTAATGGTAGC-3′

TNFα: F-5′ AGG CAC TCC CCC AAA AGA TG-3′, R-5′ TGA GGG TCT GGG CCA TAG AA-3′

IL1β: F-5′ AAATGCCTC GTGCTGTCTGAC C-3′, R-5′ CTGCTTGAGAGG TGCTGATGTACC-3′

RelA: F-5′ GCGGAGCTTGTAGTCGGG-3′, R-5′ AGGGGAAACAGATCTGAAAGGG-3′

NFκB2: F-5′ CTGGTGGACACATACAGGAAGAC-3′, R-5′ ATAGGCACTGTCTTCTTTCACCTC-3′

Chil3: F-5′ ACTGGAAGGACCATGGAGCA-3′, R-5′ TAGGGGCACCAATTCCAGTC-3′

CD163: F-5′ TGCTGTCACTAACGCTCCTG-3′, R-5′ TCATTCATGCTCCAGCCGTT-3′

### Western blotting

Proteins were resolved on SDS-PAGE (Bio-Rad), transferred onto nitrocellulose membranes (Amersham), and probed with specific antibodies from Cell Signaling Technologies (CRTC3, pPKA substrate, c/EBPα, SIK2, HDAC4, Glut4, p-HSL S563, p-Akt S473, p-p38 T180/Y182, p-p65 S536, Ac-p65 K310, p-JNK T183/Y185, p-AMPK T172) Santa Cruz Biotechnology (c/EBPα, ATF3, JunB, HSP90), Millipore (SIK2, α-tubulin), LS Bio (ADRB3), Boster Bio (CD11b), Invitrogen (p-SIK2 Thr175, p-IRS1 S307), ABclonal (PTGER3) and homemade (CRTC2, CRTC3, p-CRTC2 S171, p-CRTC2/3 S275/273). For resolving CRTC3 phosphorylation, SDS-PAGE was performed using phos-tag according to the manufacture’s protocol (NARD Institute). Western blot densitometry was performed using Image J software.

### Chromatin-immunoprecipitation (ChIP)-sequencing

Chromatin-immunoprecipitation (ChIP) was performed as described previously^56^. ChIP-seq experiments for CRTC2 (homemade), NFκB p65 (Cell Signaling Technologies), and Histone H3AcK27 (H3KAcK27, Abcam) were conducted using 4-day differentiated 3T3-L1 adipocytes following 1 h of FSK, TNFα, and combined treatment. GEO accession number for ChIP-seq studies in Fig. 3e and Supplementary Fig. 4a–c is GSE160597.

### Neutralization and administration of CXCL1 and 2

For neutralization of CXCL1 and 2, 10 µg/mouse of anti-CXCL1 (KC), CXCL2 (MIP2), and control IgG antibody were introduced by retro-orbital injection. All antibodies were purchased from R&D systems. For recombinant protein administration, mice were injected 1 µg/mouse of recombinant murine CXCL1 and CXCL2 (Peprotech) or Saline intraperitoneally. IPGTT assay was conducted 1 week after each injection.

### LPS injection study

Low dose (500 ng/kg; Sigma-Aldrich) of LPS or an equal volume of saline was administered by intra-peritoneal injection. After 3 h of incubation, tissues were collected and snap-frozen in liquid nitrogen.

### Chemotaxis assay

Chemotaxis assay was performed with a slight modification of invasion assay^57,58^. Transwell inserts containing polycarbonate membrane (5 µm pore size; Corning costar) were preincubated in regular medium (DMEM supplemented with 10% FBS and 1% penicillin/streptomycin) for 30 min. Seeded LPS-primed (5 ng/ml, overnight) Raw264.7 murine monocyte cells (1 × 10^5^ cells in 500 µl serum-free medium) in the transwell insert and filled outside of insert with conditioned medium from WT and dAKO adipocytes following overnight treatment with saline, 10 ng/ml TNFα, TNFα + α-CXCL1/2 antisera (0.5 µg/ml) and rCXCL1/2 (0.1 µg/ml). After overnight incubation, aspirated medium and removed non-migrated cells in the upper membrane of an insert with a cotton swab. Then, washed insert and fixed in 4% formaldehyde for 10 min and stained with 0.1% crystal violet for 30 min. Following three washes with PBS and dry membrane, filters were photographed and dye was eluted in 50% ethanol plus 1% acetic acid and quantitated by measuring absorbance at 600 nm (GloMax multi detection system; Promega Inc).

### ELISA

Levels of CXCL1 and CXCL2 in serum and conditioned media were measured by the ELISA kit according to the manufacturer’s protocol (R&D Systems). Circulating and hepatic triglyceride and free fatty acids were analyzed by Elisa kit according to the manufacture’s protocol (BioVision).

### Statistics and reproducibility

The data were analyzed using Microsoft Excel and Graphpad PRISM8. The data are presented with mean ± SEM or mean ± SD. *P*-values were calculated using unpaired two-tailed student’s *t*-test and one-way ANOVA with post-hoc Tukey HSD test. Statistical significance was indicated as **P < 0.01 and *P < 0.05. A *P*-value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

## Data Availability

The raw data for the main figure are available in Supplementary Data (graphs; Figs. 1–7) and Supplementary Fig. 10 (Uncropped Immunoblots; Figs. 1, 2, 5, 6, 7). GEO accession number for RNA-seq studies in Fig. 1a, b and Supplementary Fig. 7d is GSE160684. RNA-seq data for Supplementary Fig. 2a was taken from GEO accession number GSE109443^54^. GEO accession number for ChIP-seq studies in Fig. 3e and Supplementary Fig. 4a–c is GSE160597. Additional details can be obtained from the corresponding author on reasonable request.

# Supplementary material for: Activation of the adipocyte CREB/CRTC pathway in obesity
**Source:** Commun Biol. 2021 Oct 22;4:1214. doi: 10.1038/s42003-021-02735-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data.

**Description:** Source Data for figures 1c-7c.

How the deposited data were processed for this re-analysis (not part of the article)

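ChIP-seq peak lists were used for CRTC2, NF-κB p65, and H3AcK27 in 3T3-L1 adipocytes under 4 treatments (control, FSK, TNFα, and FSK with TNFα), with 1 library for each combination and 12 lists in all. The 2 input libraries enter only through the values that the lists give for them. Grouping followed the sample labels and the paper. No replicate comparison and no p-value across peaks was possible.

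The authors aligned the reads and called peaks with HOMER in each library before depositing the lists. Its factor setting was used for CRTC2 and p65 and its histone setting for H3AcK27. The deposited signal of a peak is a tag number scaled to 10000000 tags per library, and the deposited input signal is scaled in the same way. The deposited score of a CRTC2 or p65 peak counts at most 1 tag per position and is not corrected for the input. The deposited fold values are ratios of the tags in a peak to those in the input or in the surrounding 10 kb, and the authors kept peaks of at least 4-fold, with a Poisson p-value threshold of 0.0001 over the input. Libraries held between 9832884 and 31807394 tags, and a peak under the threshold is not listed, so a list from a shallower library can miss weaker peaks. Tag intervals were not used because repeated tags at a position are not independent.

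Coordinates were read as GRCm38 (mm10, the build that the paper names for its RNA-seq). Genes and transcription start sites are those of protein-coding transcripts in GENCODE mouse release 21. Peaks were shared when they overlapped by at least 1 bp, and overlapping CRTC2 and p65 peaks were merged into a locus. A promoter extended from 1000 bp upstream to 100 bp downstream of a start site. Motifs were matched exactly on both strands in 200 bp centered on the locus midpoint. Shares carry 95% Wilson intervals over loci. AP1 shares were compared with 10000 random lists. The number of co-bound loci was compared with 100 random placements of the p65 peaks within H3AcK27 regions and 100 over the genome. The genes reported by name were 11 genes, together with the 5 co-bound loci with the smallest sum of score ranks. The paper names Cxcl1, Cxcl2, Cxcl5, Ccl2, Il6, Lif, Tnf, Il1b, Sik2, and Cebpa as CRTC, NF-κB, or C/EBP targets or regulators. Nr4a1 completes the 11 and is named in the paper's text only among the qPCR primers.

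Alternatives covered the overlap rule, the counting unit, an 8-fold threshold over input, lists of equal size, motif window and consensus, promoter extent, and the chromosomes used. Another 4 were added after the data were seen: 1 mismatch in the NF-κB motif, the same with midpoints within 100 bp, AP1 lists matched on score and position, and AP1 with midpoints within 100 bp. The overlap, motif, and random-list code was tested on simulated data in 9 checks, where all 241 planted shared loci were recovered from lists of 5000 peaks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, and matplotlib 3.10.9 were used. Sequencing reads, and expression data from dAKO cells, were not analysed here.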

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

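Most of the tests here were chosen only after the result they bear on was seen; the exceptions are the ranking by fold over input, the co-bound loci in the dense segments, the CRTC2 peaks by score, and the CRE outside promoters, and for repeated tags and for the inputs the criterion or comparison was also changed after a first value was seen.

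Few p65 peaks were shared between treatments, in peaks that the paper does not discuss. Only 6.44% of the 4221 p65 peaks called with FSK and TNFα were also called with TNFα alone, 272 peaks. Chance calls near the threshold are a candidate explanation: among 5 equal groups by score, 24.5% of the best-scored group was also called with TNFα, compared with 1.42% of the lowest group. The 3 lowest groups all have a score of 7 and are ordered by tags alone, with shares of 1.42%, 1.07%, and 1.66%. Unequal length does not account for the low overlap, since only 11.3% of the 2404 peaks in the shorter TNFα list were called with both treatments, and in lists of equal size the share was 10.3%. Whether depth matters was not decided by this comparison. The FSK list was not placed as random positions are, since 16.1% of its peaks lay in H3AcK27 regions and the highest of 100 random placements reached 3.81%. Repeated tags cannot be excluded. The median number of tags per unit of score was at least 3.72 in treated p65 lists and at most 2.71 in CRTC2 lists. The difference was under the 1.5 times first set as the criterion. The p65 control list had 1.38 and still shared few peaks, 3.27% of 214 with TNFα. It was compared with the treated lists, so this does not decide. The NF-κB motif occurred in 2.20% of TNFα peaks, 1.56% of FSK/TNFα peaks, and 0.269% of FSK peaks. This difference bears on the 35 peaks shared by FSK and TNFα and does not account for the low overlap of the lists with TNFα, both of which hold the motif. No biological explanation of that overlap was tested. The pattern cannot be told apart from chance calls, from depth, or from repeated tags.

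Among listed peaks, input tags were concentrated in a few segments, and the paper does not report on the input libraries. Input density was read only from the values given for called peaks, in 1168 bins of 2 Mb. On chromosome 10 from 116 to 118 Mb, the untreated input held 29.7 times the median density of all bins with a value. There were 4 bins, on chromosomes 4 and 10, that passed 5 times the median. In these bins 10 of the 100 best-scored CRTC2 control peaks were found, and 17, 20, and 16 of the best 100 with FSK, TNFα, and FSK/TNFα. For p65 the numbers were 0, 13, 6, and 8 in control, FSK, TNFα, and FSK/TNFα. The density was also raised in the FSK input, by at least 8.98 times the median, so extra copies of these segments in the cell line, or reads mapped there from repeats, may underlie it; the lists cannot separate these. Since the score is not corrected for the input, the ranking was repeated by fold over input, and 0 of the best 100 peaks then lay there in each of the CRTC2 lists; among the p65 lists 1 did with TNFα and 0 with the other treatments. The bins were chosen for their high input, which lowers the fold there, so this ranking does not decide whether the uncorrected score is the cause. The segments contribute little to the co-bound loci, of which 0.210% (1 locus) lay in them. No biological explanation was tested.

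The longest CRTC2 list was that of TNFα, with 13902 peaks not called with FSK, which the paper does not discuss. Peaks near the threshold are a candidate explanation, since among 5 equal groups by score 96.0% of the lowest-scored group was not called with FSK, compared with 29.1% of the best-scored group. With lists of equal size 44.6% of the TNFα peaks were also called with FSK, but this share could not have passed 50% and does not decide whether depth matters. The deepest CRTC2 library, that of FSK and TNFα with 31807394 tags, gave the shorter list of 14171 peaks. The use of different inputs cannot be excluded: 4.65% of the peaks not called with FSK were in the control list, called against the same input, and 5.13% were in an equally long FSK/TNFα list, called against the other. In the full FSK/TNFα list, the comparison made first, the share was 15.7%. Background outside CRTC2 sites cannot be excluded. A CRE was held by 11.6% of these peaks, compared with 6.00% of windows 2 kb away. Promoters held 33.3% of the peaks and H3AcK27 regions of TNFα-treated cells 64.7%. The windows were not matched on either, so the comparison does not decide. Outside promoters the excess was smaller, 7.14% compared with 5.88%, and peaks shared with FSK held a CRE more often, at 17.6%. A response of CRTC2 to TNFα at sites not used with FSK remains a hypothesis, which cannot be told apart from threshold effects, depth, the inputs, or background.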

How the results depend on the processing

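The settings that allowed 1 mismatch in the NF-κB motif, matched the random lists for AP1, or applied the midpoint rule to AP1 were chosen only after the results were seen; all others were set before the data were examined.

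Of 226 recomputed values, 157 stayed within their interval or within 1.5 times the original count, or on the same side of the threshold. Where values moved, the cause was not tested.

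At 8-fold enrichment over input, CRTC2 peaks numbered 7052 with FSK and 8269 with FSK/TNFα, p65 control peaks 111, and H3AcK27 regions 18836, 11924, 18698, and 11430 for control, FSK, TNFα, and FSK/TNFα. Co-bound loci fell to 240 with FSK/TNFα, 26 with FSK, and 64 with TNFα. Of the 240 loci, 44.2% had a CRTC2 peak with FSK and 14.2% with TNFα, 3.75% had a p65 peak with FSK, and 65%, 55.4%, 77.5%, and 64.6% had an H3AcK27 region in control, FSK, TNFα, and FSK/TNFα, so that control no longer lay below FSK/TNFα. CRTC2 overlaps were 828, 1467, and 806 between control and FSK, TNFα, and FSK/TNFα, 2955 between FSK and TNFα, 3294 between FSK and FSK/TNFα, and 3132 between TNFα and FSK/TNFα. For p65 they were 2, 4, 3, 17, 26, and 167 in the same order. At Cxcl1, 1 p65 promoter peak was left with FSK/TNFα, and 0 H3AcK27 regions were left at the promoter or the gene body with FSK or FSK/TNFα. The FSK and FSK/TNFα libraries were compared with another input than control and TNFα, so these losses set no direction between treatments. Of the 11 genes, 0, 1, and 1 kept a p65 promoter peak with FSK, TNFα, and FSK/TNFα, and 2 an H3AcK27 region with FSK. A CRE was found at 55 loci (22.9%) and an NF-κB motif at 12 (5%). These shares were within the intervals of the 476 loci (17.6–24.9% and 3.24–7.15%), so the counts fell with the number of loci.

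Under other overlap rules, widening to 500 bp either side of the midpoint gave 727 co-bound loci with FSK/TNFα, and requiring 50% of the shorter interval gave 73 with TNFα. With midpoints within 100 bp, a CRTC2 peak was called at 51.0% of loci with FSK and 18.0% with TNFα, and 1 locus held both motifs.

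With lists of equal size, CRTC2 peaks were called at 35.5%, 7.56%, and 59.7% of the 476 loci with FSK, TNFα, and FSK/TNFα, and p65 peaks at 1.68%, 13.4%, and 21.8%, each in the same order of treatments as before. For H3AcK27 the order changed: regions covered 83.0% in control cells, 89.7% with FSK, 84.0% with TNFα, and 92.9% with FSK/TNFα. This put FSK above control and TNFα instead of below them. The FSK list was the shortest and was kept whole, so only the other shares could fall, and the change decides nothing about the mark. Counting H3AcK27 regions within 1 kb of the midpoint gave 92.4% with FSK and 97.1% with TNFα.

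With promoters from 5 kb upstream to 1 kb downstream, Cxcl1 had 2 H3AcK27 regions with TNFα and 2 with FSK/TNFα, and p65 promoter peaks were found at 2 genes with FSK and 4 with FSK/TNFα.

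In a motif window of 100 bp, 58 loci held a CRE, 12 an NF-κB motif, and 1 both; in 500 bp, 6 held both. The palindromic CRE was found at 10 loci. With 1 mismatch allowed, 112 loci held an NF-κB motif and 20 both, and with midpoints within 100 bp as well, 90 and 16. The AP1 share fell to percentile 96.7 among matched CRTC2 lists, no longer outside their central 95%, and stayed at percentile 100 among matched p65 lists.

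Depth limits the comparison of treatments, since the H3AcK27 library with FSK had 9832884 tags and the others at least 25729060. No paired analysis was possible because each condition has 1 library and the results come from no test between samples.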

Differences from the paper's values

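The settings with 1 mismatch in the NF-κB motif were chosen only after the values were seen.

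An exact NF-κB motif was found at 23 of the 476 co-bound loci, and the paper's value is 86. None of the alternatives set before the data were examined closed the gap: windows of 100 bp (12) and 500 bp (30), the locus interval (25), a window centered on the p65 peak (25), midpoints within 100 bp (17), and 8-fold enrichment (12). With 1 mismatch allowed, chosen after seeing the values, the count was 112, and with midpoints within 100 bp as well, also chosen after seeing the values, it was 90.

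Both motifs were found at 3 loci, and the paper's value is 12. The window of 200 bp missed the CREs upstream of the Cxcl1 start site, so that promoter locus was counted for the NF-κB motif only. The alternatives set before the data were examined gave between 1 and 6 loci and did not close the gap. With 1 mismatch the count was 20, which did not close it either; with 1 mismatch and midpoints within 100 bp, chosen after seeing the values, it was 16, within 1.5 times the paper's value.

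The paper's number of co-bound loci, 367, was reached exactly with midpoints within 100 bp, while an overlap of at least 1 bp gave 476. The CRE count was 100, and 79 with midpoints within 100 bp; the paper's value is 70.

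The paper states that combined treatment raised CRTC2 and p65 at the Cxcl1 promoter above the single treatments. At the start-site CRTC2 peak, 54.7 normalized tags were counted with FSK and TNFα, 59.0 with FSK, and 87.6 with TNFα. At the start-site p65 peak there were 22.4 with both and 23.8 with TNFα, although 3 p65 peaks were called with both at the promoter and in the gene and 1 with TNFα. Normalized tags include repeated tags at a position, which the authors' scores leave out. The p65 scores were 17 with both and 16 with TNFα, although the library with both was the smaller (20490261 and 26904732 tags). Scores serve to rank peaks within a list, so this small gap between lists sets no direction at the p65 peak. The CRTC2 scores, which are not scaled to library size, were 76 with both, 59 with FSK, and 72 with TNFα, and followed the order of library size (31807394, 16438040, and 26472345 tags). At the CRTC2 peaks past the gene end, which overlap each other, 50.0 normalized tags were counted with both and 38.9 with TNFα.

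The paper describes CRTC2 through the Cxcl1 gene body. The called CRTC2 peaks lay at the start site and around or beyond the 3′ end, at 9 bp before the gene end with FSK and 620 and 577 bp past it with TNFα and with both.

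The paper names Ccl2 and Cxcl5 as co-bound promoters with AP1 sites. With FSK and TNFα, 0 co-bound loci lay from 5 kb upstream to 1 kb downstream of either gene, and the nearest to Cxcl5 was 5502 bp upstream. This holds for peaks that overlap by at least 1 bp. A p65 peak was called 802 bp downstream of the Cxcl5 start site with both treatments, apart from the CRTC2 peak at the start site. At the Cxcl5 promoter 1 co-bound locus was found with FSK and 1 with TNFα. The nearest TGASTCA site from 5 kb upstream to 1 kb downstream was 2479 bp upstream of Ccl2 and 1004 bp upstream of Cxcl5. With the looser consensus TGANTCA (N is any base), the nearest was 2237 bp upstream of Ccl2 and 1004 bp upstream of Cxcl5.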

Other observations

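The test of loci chosen with TNFα was chosen only after the result was seen, and the matched lists for AP1 were chosen before their own result was seen but after the unmatched one.

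The 476 loci analysed here were chosen where CRTC2 and p65 peaks overlap with FSK and TNFα, and this choice may account for part of the rise over TNFα alone in the shares given for them. In which libraries the loci of Fig. 3f were chosen is not stated in the paper's text. Of the 122 loci chosen in the same way with TNFα, 32.8% had a p65 peak and 46.7% a CRTC2 peak with FSK and TNFα. In the opposite direction, 26.5% of the 476 loci had a p65 peak and 23.3% a CRTC2 peak with TNFα. For p65 the intervals overlap (25.1–41.5% and 22.7–30.6%), so the rise at these loci cannot be told apart from the choice of loci. For CRTC2 they do not (38.1–55.5% and 19.7–27.3%), and the choice may not account for all of the difference, although the list of FSK and TNFα was shorter than that of TNFα.

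AP1 sites were more frequent at co-bound loci than among all CRTC2 peaks, and a candidate explanation is that co-bound loci differ from other peaks in score and in distance to promoters. Against CRTC2 lists matched on both, the share stood at percentile 96.7, inside their central 95%, and against matched p65 lists at percentile 100. The matched CRTC2 lists had a median of 24.4%, so the excess over CRTC2 peaks cannot be told apart from this explanation. The matched p65 lists reached at most 17.9%, compared with 27.9% at the co-bound loci. This match used only score groups, many of them tied at a score of 7, and promoter or distal position. It did not cover H3AcK27 regions, which held 94.5% of the co-bound loci and 31.8% of the p65 peaks. Finer differences in score or position therefore cannot be excluded for the excess over p65 peaks.

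CRTC2 peaks called only with FSK, only with TNFα, or with both single treatments differed in position and motif. Of 6127 peaks called with FSK and not TNFα, 20.9% overlapped a promoter, 19.6% held an AP1 site, and 25.1% a CRE. Of 13902 called with TNFα and not FSK, 33.3% overlapped a promoter, 5.91% held an AP1 site, and 11.6% a CRE. Of 5625 TNFα peaks also called with FSK, 78.8% overlapped a promoter, 3.79% held an AP1 site, and 25.9% a CRE. The sets differ in score, with medians of 11, 9, and 19.

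Among the 11 genes, a CRTC2 promoter peak was called at 3 in control cells (Cxcl5, Ccl2, and Il6), at 6 with FSK, and at 7 with TNFα and 7 with FSK and TNFα. A p65 promoter peak was called at Cxcl5 with FSK, at Cxcl1 and Cxcl5 with TNFα, and at Cxcl1 and Cxcl2 with both. The p65 peak at Cxcl2 had a score of 7, the lowest in its list. No CRTC2 promoter peak was called at Cxcl2 in any of the 4 libraries. Further upstream, CRTC2 peaks were called 2971 bp from the Cxcl2 start site with FSK and 2884 bp with FSK and TNFα.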
